# Discrimination of cell-intrinsic and environment-dependent effects of natural genetic variation on Kupffer cell epigenomes and transcriptomes

**DOI:** 10.1038/s41590-023-01631-w

**Published:** 2023-09-21

**Authors:** Hunter Bennett, Ty D. Troutman, Enchen Zhou, Nathanael J. Spann, Verena M. Link, Jason S. Seidman, Christian K. Nickl, Yohei Abe, Mashito Sakai, Martina P. Pasillas, Justin M. Marlman, Carlos Guzman, Mojgan Hosseini, Bernd Schnabl, Christopher K. Glass

**Keywords:** Epigenetics in immune cells, Chromatin, Monocytes and macrophages, Immunogenetics, Kupffer cells

## Abstract

Noncoding genetic variation drives phenotypic diversity, but underlying mechanisms and affected cell types are incompletely understood. Here, investigation of effects of natural genetic variation on the epigenomes and transcriptomes of Kupffer cells derived from inbred mouse strains identified strain-specific environmental factors influencing Kupffer cell phenotypes, including leptin signaling in Kupffer cells from a steatohepatitis-resistant strain. Cell-autonomous and non-cell-autonomous effects of genetic variation were resolved by analysis of F1 hybrid mice and cells engrafted into an immunodeficient host. During homeostasis, non-cell-autonomous *trans* effects of genetic variation dominated control of Kupffer cells, while strain-specific responses to acute lipopolysaccharide injection were dominated by actions of *cis*-acting effects modifying response elements for lineage-determining and signal-dependent transcription factors. These findings demonstrate that epigenetic landscapes report on *trans* effects of genetic variation and serve as a resource for deeper analyses into genetic control of transcription in Kupffer cells and macrophages in vitro.

## Abstract (web summary)

The mechanisms by which noncoding genetic variation shapes tissue macrophage phenotypic diversity remain obscure. Glass and colleagues define cell-intrinsic and environmental effects contributing to genetic control of Kupffer cell transcription.

## Main

Genome-wide association studies have been highly successful in linking common forms of genetic variation to risk of disease and providing starting points for identifying new therapeutic targets. However, most of the genetic variants identified by these studies reside in noncoding regions of the genome, limiting their interpretability^1^. Defining the causal variants, the cell types in which they exert their effects and their mechanism of action remain major challenges. Common forms of noncoding genetic variation, including single-nucleotide polymorphisms (SNPs) and short insertions and deletions (indels), can alter gene expression by changing the sequences of DNA recognition elements for transcription factors within enhancers and promoters. For example, a SNP that reduces the binding of a required transcription factor to a cell-specific enhancer may reduce expression of the corresponding gene in that cell type. Thus, the variant exerts a cell- and gene-specific impact via a form of *cis* regulation. Such variants may have *trans* effects dependent on the affected gene. For example, a noncoding variant affecting expression of a transcription factor in *cis* may drive cell-autonomous *trans* effects on its target genes. Alternatively, a *cis*-acting genetic variant affecting intercellular communication may promote non-cell-autonomous *trans* regulation in other cell types.

At the *cis*-regulation level, substantial progress has been made in linking SNPs and indels responsible for gene regulation to promoters and cell-specific regulatory elements through creation of cell-specific *cis*-regulatory atlases. Dependent on context, ≤80% of allele-specific differences in *cis*-regulatory activity occurs through local variants^2^. By contrast, few studies have quantitatively assessed *trans* regulation in specific cell types of genetically diverse vertebrates in vivo^3^. Notably, *cis*-regulatory variation may only contribute ~30% of heritability in gene expression, with the remaining heritability being driven by *trans* effects^4,5^. An additional barrier is the limited systematic approaches for investigating mechanisms by which genetic variation exerts non-cell-autonomous effects on cellular phenotypes^6^.

To address this gap, we integrated two distinct experimental strategies to distinguish cell-autonomous and non-cell-autonomous effects of genetic variation. The first strategy builds on the prior use of genetically diverse macrophages to investigate mechanisms of enhancer selection and activation and gene expression^7–9^. In these studies, macrophages were differentiated in vitro from different inbred strains of mice and used for transcriptomic and/or genomic studies. Roles for ~80 transcription factors were inferred through interrogating the effects of SNPs and indels on transcription factor binding. These roles include macrophage lineage-determining factors, signal-dependent transcription factors and other collaborative binding partners that promote the selection and activation of macrophage-specific enhancers^2^. By establishing an identical differentiation program and cell culture environment, these studies largely excluded possible effects of genetic variation on other cell types and enabled direct assessment of cell-autonomous effects; notably, studies in F1 hybrid mice indicated that ≤90% of strain-specific enhancer activity exhibited *cis* regulation^2^.

The second experimental strategy leveraged the roles of enhancers and promoters as sensors and transcriptional effectors of the internal and external signals that establish cellular identity and function^3,10–12^. Signal-dependent changes in gene expression generally result from altered binding and/or function of transcription factors at *cis*-regulatory elements. The selection and activation of enhancers and promoters can be quantitatively measured on a genome-wide scale using assays for open chromatin and histone modifications associated with activity, such as acetylation of histone H3 at lysine 27 (H3K27ac)^13^. Motif enrichment analysis of these dynamically controlled enhancers and promoters enables prediction of the transcription factors underlying gene activation. For example, quantitative analysis of dynamic enhancer landscapes in monocytes undergoing Kupffer cell differentiation in vivo revealed transcription factor motifs linked to validated pathways responsible for Kupffer cell-specific gene expression, including the Notch, transforming growth factor-β and liver X receptor (LXR) signaling pathways^12,14^.

We combined these experimental strategies to define cell-autonomous and non-cell-autonomous effects of genetic variation on enhancer activity and gene expression in Kupffer cells. Kupffer cells are the major population of liver-resident macrophages and play important roles in immunity and physiology, including detoxifying gut-derived lipopolysaccharide (LPS) and regulating iron metabolism^15^. These abundant macrophages are suitable for various genomics assays requiring deep sequencing and thus are a powerful model for evaluating the impact of genetic variation on a tissue-resident macrophage population in vivo. Kupffer cells are implicated in pathological processes of liver diseases, including non-alcoholic steatohepatitis (NASH) development^16,17^. To increase generalizability, we selected three strains of mice with different sensitivities to a NASH-inducing diet for analysis of Kupffer cell gene expression^18^. We provide evidence that strain-specific differences in Kupffer cell transcriptomes and enhancer activity states can be used to infer consequences of genetic variation and their mechanism of action in other cell types that influence Kupffer cell gene expression. These findings suggest a general approach to investigating non-cell-autonomous effects of genetic variation that may be broadly applicable to diverse cell types.

## Results

### Gene–environment interactions affecting gene expression

To establish a model system for analyzing effects of natural genetic variation on Kupffer cell gene expression, we selected three common strains of inbred mice that recapitulate major phenotypic differences observed in human liver disease^18^. Each strain (A/J, BALB/cJ and C57BL/6J) has a publicly available genome^19^ and positionally defined SNPs and indels (Extended Data Fig. 1a). Comparing strain susceptibility/resistance to NASH confirmed documented trait segregation for developing obesity, steatosis, steatohepatitis and fibrosis (Extended Data Fig. 1b–e). Transcriptional alteration of total hepatic Kupffer cells was most pronounced in NASH-susceptible strains, with minimal observed changes in cells from NASH-resistant mice (Extended Data Fig. 1f).

These findings prompted us to systematically evaluate the effects of genetic variation on the transcriptomes of Kupffer cells in these mouse strains. In parallel, we generated transcriptomic data for strain-specific bone marrow-derived macrophages (BMDMs) to assess the specificity of genetic variation effects to Kupffer cells. Unsupervised clustering and principal component analysis of these data demonstrated cell type as the dominant determinant of clustering, as expected^20^, but each cell type also segregated by strain (Fig.1a, Extended Data Fig. 2a–f and Supplemental Table 1). Pairwise comparisons of Kupffer cells from each strain indicated 194–362 differentially expressed genes, and 57–80% of genes with differential regulation by strain were uniquely altered in only Kupffer cells or BMDMs (Fig. 1b–d). Examples of transcripts with strain-unique patterns of expression in BMDMs (Fig. 1e–g) included notable regulators of inflammation (*Rgs1*, *Ifi203* and *Aoah*), responses to lipids (*Ch25h*, *Abcg1* and *Sdc1*) and polarization (*Arg2* and *Marco*). Likewise, examples of transcripts with strain-unique patterns of expression in Kupffer cells (Fig. 1h–j) included transcriptional (*Atf5*) and inflammatory (*Cd300e*, *Irak3, Cxcl14*, *Cd40* and *Mefv*) regulators. Functional grouping of strain-unique gene expression by Kupffer cells linked evolutionary plasticity in programs controlling antigen processing and presentation, chemokine signaling and chemotaxis suppression (Fig. 1k–m)^21^. These results provide functional insights into genetic control of macrophage transcription in a common in vitro model and a natural in vivo environment.

**Fig. 1:**
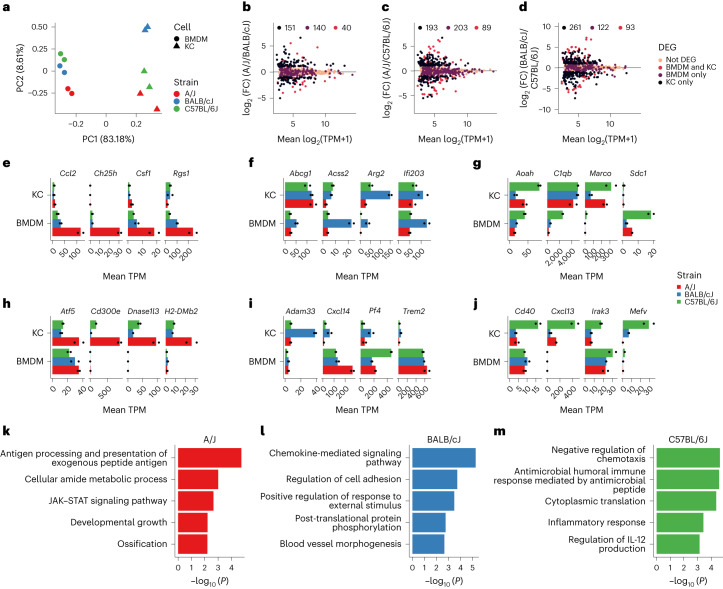
Gene-by-environment transcriptional regulation of primary mouse macrophages. **a**, Global principal component analysis for RNA-seq data from BMDMs and Kupffer cells from the indicated strains. Data represent any gene expressed above a TPM threshold of 8; *n* = 2 per group; PC, principal component; KC, Kupffer cells. **b**–**d**, Comparison of the mean TPM and the DeSeq2 log_2_ (fold change) (log_2_ (FC)) value for RNA-seq data from Kupffer cells purified from the indicated strains. Differentially expressed genes were identified using a log_2_ (fold change) of >1, an adjusted *P* value of <0.05 and a TPM of >8, as identified using DeSeq2 *P* value (Wald’s test with multiple testing correction using the Benjamini–Hochberg method) and HOMER (TPM normalization); DEG, differentially expressed gene. **e**–**j**, Expression of representative genes in BMDMs (**e**, **f** and **g**) and Kupffer cells (**h**, **i** and **j**) identified as A/J specific (left; **e** and **h**), BALB/cJ specific (middle; **f** and **i**) or C57BL/6J specific (right; **g** and **j**). Genes were defined as strain specific if they were expressed at a significantly higher level in one strain than in both other strains. Data represent the mean TPM. **k**–**m**, Gene ontology enrichment for strain-specific genes, which were defined as genes with significantly increased expression (log_2_ (fold change) > 1, adjusted *P* < 0.05) in one strain compared to both other strains, for example, increased expression in A/J mice relative to BALB/cJ mice and in A/J mice relative to C57BL/6J mice; *n* = 2 per subgroup for transcriptional analysis.

### Effect of natural genetic variation on enhancer landscapes

To investigate the impact of genetic variation on potential transcription factor binding regulatory elements in Kupffer cells, we performed assay for transposase-accessible chromatin followed by sequencing (ATAC-seq)^22^. Pairwise comparisons of ATAC-seq signal by strain (Fig. 2a and Extended Data Fig. 3a) identified from ~1,000 to >7,000 differential ATAC-seq peaks; the number of differential peaks scaled with the level of genetic diversity. 

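H3K27ac ChIP–seq libraries were made from Kupffer cells, the resident macrophages of the liver, purified by FACS from male A/J, BALB/cJ and C57BL/6J mice, with 3 libraries per strain. The authors mapped the reads with Bowtie2 to the genome of the strain itself, which was mm10 for C57BL/6J and mm10 carrying the strain's SNPs and indels for A/J and BALB/cJ, and shifted them to mm10 coordinates with MMARGE. HOMER then counted raw tags in 96381 windows of 1000 bp around merged ATAC-seq peaks. Of these windows, 85822 came from peaks of the control condition and 10559 from peaks found after lipopolysaccharide (LPS) alone, and 28.0% overlapped the window before them, so neighboring windows are not independent. The tags in windows numbered 9913192, 2291426 and 12014055 for A/J replicates 1 to 3, 8513920, 2960953 and 10725714 for BALB/cJ, and 5464518, 2822390 and 12980348 for C57BL/6J. The paper's Supplementary Table 4 gives 5405677 to 22615879 reads per library, and the counts in windows were used here. Replicate 2 of every strain holds counts in steps of 0.5, which were rounded before each fit. ChIP input was counted in the same windows for 3 A/J, 3 BALB/cJ and 1 C57BL/6J libraries, with totals from 583518 to 1916588. Windows with a mean count over 16 after TMM normalization to the mean library size were tested, which left 60387. All 9 libraries entered 1 edgeR quasi-likelihood fit, and a window was called at a Benjamini–Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1, the thresholds the paper states. Counts below are these normalized counts, given as mean ± SD of the 3 libraries of a strain, and each window carries the name of the nearest gene in the deposited annotation.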

As open chromatin does not necessarily reflect the activity of a putative regulatory element, we performed chromatin immunoprecipitation followed by sequencing (ChIP–seq) for H3K27ac, which is highly correlated with enhancer and promoter activity^13^. 

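Genes of MHC class II antigen presentation, whose products load peptides for helper T cells, carried more H3K27ac in A/J than in BALB/cJ Kupffer cells. Of 84 windows at 12 genes of this list, 29 windows at 8 genes were higher in A/J (39 when adjusted over the list alone), and the median log2 fold change of the list was 0.94. In intron 1 of 4 of *H2-Aa*, which encodes an MHC class II alpha chain (chromosome 17, 34286485 to 34287485), the count was 282 ± 39.3 in A/J and 67.7 ± 17.5 in BALB/cJ (SD, n = 3 each), a log2 fold change of 2.01 (standard error 0.24, adjusted p = 3.3e-06 from edgeR). *H2-Oa*, which encodes a subunit of the peptide-loading regulator H2-O, differed by 2.72 (adjusted p = 2.1e-05), and the promoter of *H2-DMb1* by 2.16 (adjusted p = 7.2e-05). A set test with a preset correlation gave an adjusted p = 2.6e-29 for the list, and an adjusted p = 0.348 with an estimated correlation. Of 53 windows of MHC class I genes, 0 were called by edgeR or by DESeq2, while 14 had an unadjusted p under 0.05, all of them higher in A/J, and 6 passed when adjusted over the list alone. With the replicate number as a block, the windows named by the rule at *H2-K1* and *Psmb9* passed (1.30 and 1.25, adjusted p = 0.00295 and 0.015). The median of the list was 0.34 and the set test gave an adjusted p = 1.95e-05, or an adjusted p = 0.643 with an estimated correlation.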

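At chemokine and wound-healing genes, most of the windows called between these strains went in the other direction. Of 206 windows of this list, 17 were higher in BALB/cJ and 1 in A/J (19 and 2 when adjusted over the list alone). The list as a whole did not pass the set test (adjusted p = 0.0579, adjusted p = 0.802 with an estimated correlation), and its median was -0.10. At *Ccl6*, a macrophage chemokine, the log2 fold change of A/J over BALB/cJ was -1.74 (adjusted p = 9.7e-05), whereas *Ccl4*, another chemokine, was higher in A/J by 2.13 (adjusted p = 3.2e-04). Outside this list, *Il1b*, which encodes an inflammatory cytokine, had a window with 20.1 in A/J and 94.6 ± 9.24 in BALB/cJ (adjusted p = 3.7e-05). It belongs to the Toll-like receptor and NF-κB genes, which had 4 windows higher in A/J and 3 higher in BALB/cJ. LXR targets and sterol synthesis genes had a list-wide shift toward BALB/cJ (adjusted p = 1.9e-04 from the set test, adjusted p = 0.854 with an estimated correlation), with 2 of 186 windows called, at *Abca1* and *Abcg1*, and 1 when adjusted over the list alone. Housekeeping genes were shifted toward A/J (adjusted p = 0.0168, adjusted p = 0.688 with an estimated correlation), with a median of 0.15 and 1 of 93 windows called, at *Actb* (1 when adjusted over the list alone). That call ended without A/J replicate 2, at a log2 fold change under 1, and without BALB/cJ replicate 1, at an adjusted p = 0.053. The call at *Abca1* ended without A/J replicate 1 or 2 or BALB/cJ replicate 1 or 3, at adjusted p = 0.164, 0.106, 0.126 and 0.172. Interferon response genes moved both ways, with 8 of 238 windows higher in A/J and 5 higher in BALB/cJ (8 and 8 when adjusted over the list alone). An intron of *Gbp4*, a guanylate-binding protein gene, was higher in A/J by 1.47 (adjusted p = 0.0015) and the promoter of *Ifi205* was lower by -3.74 (adjusted p = 1.6e-07).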

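The largest differences between A/J and BALB/cJ lay at windows with almost no signal in 1 strain. An intronic window of *Pde4b*, which encodes a cyclic AMP phosphodiesterase (chromosome 4, 102517536 to 102518536), had 155 ± 13.9 in A/J and no count in any BALB/cJ library, at least 155-fold lower against a floor of 3 counts over the group. The promoter of *Nlrp1c-ps* had 113 ± 26.8 in A/J against 0.243 in BALB/cJ, and an intron of *Nlrp1b*, which encodes an inflammasome sensor, had 135 ± 31.3 against 0.563. These 2 windows had no ChIP input count in BALB/cJ, against 26 and 45 in A/J, and the *Pde4b* window had 5.5 against 33.5. A window nearest to *Purb* was A/J specific, with 114 ± 27.5 in A/J and 1.85 ± 0.978 in BALB/cJ. In the other direction, a window nearest to *Trmt61a* had 0.892 ± 0.98 in A/J and 162 ± 6.23 in BALB/cJ (log2 fold change -6.91, standard error 0.40, adjusted p = 1.3e-10). Windows nearest to *Kif2c*, *Myog* and *Spag9* differed by -6.43, -5.96 and -5.69. A window at the end of *Cd300ld*, a myeloid immunoglobulin-like receptor gene, was BALB/cJ specific, with 168 ± 10.8 there, 4.75 ± 3.79 in A/J and 8.80 ± 1.61 in C57BL/6J. In total, 2192 windows (3.63% of those tested) were called between A/J and BALB/cJ, 844 higher in A/J and 1348 higher in BALB/cJ, and 298 and 412 of them by more than 4-fold. Without BALB/cJ replicate 3 the count was 1331. Calls were made at 1.55% of promoter, 3.74% of intronic and 5.13% of intergenic windows, shares that were not tested against each other.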

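Between A/J and C57BL/6J, Kupffer cell identity genes had more windows higher in C57BL/6J (17 of 391) than in A/J (5), the same counts when adjusted over the list alone, with a median log2 fold change of -0.17. The set test gave an adjusted p = 0.0375 and an adjusted p = 0.889 with an estimated correlation. A window at *Cd5l*, which encodes an apoptosis inhibitor secreted by Kupffer cells, had 8.22 in A/J and 149 ± 16.1 in C57BL/6J (log2 fold change -3.91, adjusted p = 8.15e-09), whereas *Timd4*, a phosphatidylserine receptor gene, was higher in A/J (74.7 ± 21.9 against 8.88 ± 3.68, 2.85, adjusted p = 3.4e-06). Genes of lipid handling were higher in C57BL/6J in 9 of 138 windows and lower in 1, also when adjusted over the list alone. Among them, *Tyrobp*, the signaling adaptor of TREM2, had 42.2 in A/J and 230 ± 19.6 in C57BL/6J (-2.35, adjusted p = 6.3e-07), *Lpl*, which encodes lipoprotein lipase, differed by -1.70 (adjusted p = 3.6e-04) and *Cd9* by -1.79 (adjusted p = 3.8e-04). LXR targets and sterol synthesis genes were higher in C57BL/6J in 12 of 186 windows and lower in 3 (12 and 3 when adjusted over the list alone). *Apoc1*, an apolipoprotein gene, differed by -1.62 (adjusted p = 2.1e-04). Genes of chemotaxis and wound healing were higher in A/J in 19 of 206 windows and lower in 2, also over the list alone. Windows of AP-1 and ATF factors were higher in A/J in 7 of 194 and lower in 1 (5 and 0 when adjusted over the list alone), with *Fosl2* at 2.81 (adjusted p = 5.2e-05) and also the gene of the lower window, and a list-wide adjusted p = 0.0752, or 0.0449 with the replicate number as a block and adjusted p = 0.995 with an estimated correlation. Monocyte and neutrophil markers were shifted toward C57BL/6J (median -0.41, adjusted p = 0.0168, adjusted p = 0.487 with an estimated correlation).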

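At the largest differences between A/J and C57BL/6J, a window nearest to *Mblac1* had 230 ± 33.6 in A/J and 1.62 ± 1.40 in C57BL/6J (log2 fold change 6.92, standard error 0.42, adjusted p = 4.9e-11). Its ChIP input also differed, at 30.1 in A/J and 5.14 in C57BL/6J after scaling by library totals. Exon 1 of 47 of *Cacna1a*, which encodes a calcium channel subunit, had 178 ± 27.0 against 2.44 ± 2.34 (6.76, standard error 0.54), and introns of *Clip4* and *Clmp* were higher in A/J by 6.37 and 6.04. An exon of *Myo1f*, which encodes a myosin of myeloid cells, was A/J specific, with 107 ± 45.9 in A/J, 1.74 ± 1.54 in BALB/cJ and 1.66 ± 1.45 in C57BL/6J. Higher in C57BL/6J were the promoter of *Trim12a* (0 in A/J and in BALB/cJ against 101 ± 41.3, at least 109-fold over A/J) and introns of *Trim5* (0.491 ± 0.850 in A/J and 282 ± 95.2 in C57BL/6J), *Coro2a* (0.245 and 471 ± 193) and *Tmem181a* (0.216 and 122 ± 49.6). A window nearest to *Hfe2* had no count in A/J, at least 182-fold lower than the 169 ± 40.4 in C57BL/6J. The windows of *Trim12a*, *Trim5* and *Tmem181a* had no ChIP input count in A/J or BALB/cJ. In A/J the *Hfe2* window had an input count of 0.5 where 9.09 would be expected from C57BL/6J, and the *Coro2a* window 11 where 54.5 would be. Together, 4282 windows (7.09%) were called, 1908 higher in A/J and 2374 in C57BL/6J, and 2719 without C57BL/6J replicate 3. More than 4-fold differences numbered 734 and 842. Shares called were 2.76% of promoter, 7.25% of intronic and 10.3% of intergenic windows.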

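Between BALB/cJ and C57BL/6J, MHC class II genes were lower in BALB/cJ in 38 of 84 windows at 11 of 12 genes (40 when adjusted over the list alone), with a median log2 fold change of -0.96, an adjusted p = 1.0e-20 from the set test and an adjusted p = 0.396 with an estimated correlation. The *H2-Aa* window had 278 ± 48.9 in C57BL/6J (-2.01 for BALB/cJ over C57BL/6J, standard error 0.24, adjusted p = 1.3e-06), and the promoter of *H2-DMb1* differed by -2.80 (adjusted p = 5.4e-07). Dendritic cell markers had a median of -0.33 in this comparison with 0 of 29 windows called (set test, adjusted p = 0.0752, or 0.0417 with the replicate number as a block and adjusted p = 0.643 with an estimated correlation). MHC class I genes were lower in BALB/cJ in 4 of 53 windows (7 over the list alone), at *B2m*, *H2-K1* and *Psmb9* (set test, adjusted p = 4.85e-05, adjusted p = 0.643 with an estimated correlation). Genes of chemotaxis and wound healing were higher in BALB/cJ in 36 windows and lower in 2, at *Ccl2* and *Plau* (37 and 2 over the list alone; set test, adjusted p = 3.3e-04, adjusted p = 0.563 with an estimated correlation). Examples are *Cxcl1*, a neutrophil chemoattractant (66.6 ± 25.8 in BALB/cJ and 7.34 in C57BL/6J, 3.19, adjusted p = 1.4e-05), *Cx3cr1*, the fractalkine receptor (2.21, adjusted p = 8.0e-05), and *Pdgfb*, a growth factor for stellate cells (2.08, adjusted p = 2.0e-05). Interferon response genes were lower in BALB/cJ in 24 of 238 windows and higher in 10 (25 and 11 over the list alone; set test, adjusted p = 0.0278, adjusted p = 0.802 with an estimated correlation). Their median of -0.19 lay near that of housekeeping genes, which was -0.15 with 18 of 19 windows at an unadjusted p under 0.05 lower in BALB/cJ (set test, adjusted p = 0.0722, or 0.03 with the replicate number as a block and adjusted p = 0.802 with an estimated correlation). The promoter of *Gbp4* was lower by -1.51 (adjusted p = 1.3e-04), while *Rsad2*, an antiviral gene, was higher by 3.86 (adjusted p = 2.6e-09). AP-1 and ATF factors were higher in BALB/cJ in 9 of 194 windows, also over the list alone, *Fosl2* and *Jun* among them, with a list-wide adjusted p = 0.366. Kupffer cell identity genes were lower in BALB/cJ in 22 of 391 windows and higher in 6 (23 and 6 over the list alone; median -0.18, adjusted p = 0.054, or 0.03 with the replicate number as a block and adjusted p = 0.911 with an estimated correlation).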

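At the extremes of the BALB/cJ and C57BL/6J comparison, the windows of *Mblac1*, *Clip4*, *Cacna1a* and *Clmp* that set A/J apart from C57BL/6J were also higher in BALB/cJ, by 7.07, 6.74, 6.53 and 6.37 on the log2 scale. An intron of *Ypel3* was BALB/cJ specific, with 176 ± 21.9 in BALB/cJ, 2.53 ± 1.38 in C57BL/6J and 3.48 ± 0.908 in A/J (log2 fold change over C57BL/6J 6.23, standard error 0.41, adjusted p = 1.8e-10). Windows with no BALB/cJ count in any library were higher in C57BL/6J by at least 469-fold at *Coro2a*, which encodes an actin-binding protein, 281-fold at *Trim5*, 109-fold at *Pde4b* and 100.4-fold at *Trim12a*. The *Coro2a* window had no ChIP input count in BALB/cJ and 9 in C57BL/6J. In all, 5171 windows (8.56%) were called, 2693 higher in BALB/cJ and 2478 higher in C57BL/6J, with 914 and 783 beyond 4-fold, and 3328 without C57BL/6J replicate 3. The windows called made up 3.73% of promoter, 9.11% of intronic and 11.6% of intergenic windows. Over the 3 comparisons, 7414 windows (12.3%) were called at least once.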

Approximately 5,000–7,000 ATAC-seq peaks had differential H3K27ac signal by strain (Fig. 2b and Extended Data Fig. 3b). 

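H3K27ac over the paper's 32 HOMER-normalized tags, averaged over the libraries of a strain, was found in 44356 windows in at least 1 strain. Most of these, 34386 (77.5%), were active in all 3 strains, while 1202 (2.71%) were active in A/J alone, 2116 (4.77%) in BALB/cJ alone and 1990 (4.49%) in C57BL/6J alone. Overall, 5401 active windows (12.2%) were called in at least 1 strain comparison. With strain-specific windows defined as higher in 1 strain than in both others, 262 were specific to A/J, 486 to BALB/cJ and 1219 to C57BL/6J. *Purb* and *Myo1f* are among the A/J-specific windows, *Kif2c*, *Cd300ld* and *Ypel3* among the BALB/cJ-specific ones, and *Coro2a*, *Trim5* and *Tmem181a* among the C57BL/6J-specific ones. Each pair of comparisons shares the libraries of the specific strain, so part of the excess over the 26.7, 60.1 and 97.4 windows that independent lists would share may come from those libraries. Simulated counts without strain effects gave at most 1 such window per strain. They cannot measure the part that shared libraries add, since they hold no strain differences. With the replicate number as a block the BALB/cJ-specific count was 744, and without C57BL/6J replicate 3 the 3 counts summed to 1292. The lowest count for each strain was 168 for A/J without A/J replicate 3, 249 for BALB/cJ without BALB/cJ replicate 3 and 697 for C57BL/6J without C57BL/6J replicate 3. ChIP–seq of H3K27ac alone was counted here, not its intersection with ATAC-seq.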

Over 10,000 of the ~66,000 putative regulatory elements identified were defined as under genetic control by analysis of these intersected data (Fig. 2c). Examples of strain-specific ATAC-seq and H3K27ac ChIP–seq signals that correlated with strain-specific gene expression included *Cd300e*, *Trem2* and *Irak3* (Fig. 2d).

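*Cd300e*, which encodes an activating receptor of myeloid cells, carried A/J-specific H3K27ac on chromosome 11 in mm10. In a window of intron 1 of 3 (115060363 to 115061363), the count was 262 ± 18.0 in A/J, 25.5 ± 11.01 in BALB/cJ and 46.5 ± 6.81 in C57BL/6J (SD, n = 3 each). The log2 fold change was 3.48 over BALB/cJ (standard error 0.29, adjusted p = 1.2e-08 from edgeR) and 2.51 over C57BL/6J (standard error 0.27, adjusted p = 2.4e-07). A further intronic window at 115059504 had 205 in A/J, 49.6 in BALB/cJ and 60.6 in C57BL/6J (2.05 over BALB/cJ and 1.75 over C57BL/6J), the one at 115058405 had 160 ± 9.88, 15.1 ± 3.32 and 21.3 ± 7.45, and an intergenic window -9087 bp from the transcription start site had 317 ± 8.86 in A/J (1.68 over BALB/cJ and 2.27 over C57BL/6J). The *Cd300e* promoter window had 140 ± 7.89, 42.2 ± 13.6 and 83.1 ± 25.2, and A/J was past the test against BALB/cJ (1.81, adjusted p = 1.1e-04) but not against C57BL/6J (0.81, adjusted p = 0.0592). Of 10 tested windows of *Cd300e*, 6 were higher in A/J than in BALB/cJ and 6 higher than in C57BL/6J. *Trem2* encodes a lipid-sensing receptor of macrophages. Its window in intron 1 of 4 (chromosome 17, 48346993 to 48347993) had 36.9 ± 11.9 in A/J, 69.4 ± 4.71 in BALB/cJ and 53.2 ± 6.63 in C57BL/6J, which passed the test between A/J and BALB/cJ (-1.01, standard error 0.29, adjusted p = 0.0438) and not between BALB/cJ and C57BL/6J (0.35, adjusted p = 0.513). Leaving out A/J replicate 1 or 3 or BALB/cJ replicate 1, 2 or 3 ended the *Trem2* call, at adjusted p = 0.215, 0.208, 0.0848, 0.081 and 0.168, and it also ended with library totals without TMM, at adjusted p = 0.0643. *Irak3* encodes an inhibitor of Toll-like receptor signaling. Its promoter window (chromosome 10, 120201043 to 120202043) had 59.0 ± 20.3 in A/J, 104 ± 10.3 in BALB/cJ and 141 ± 48.3 in C57BL/6J. A/J was lower than C57BL/6J by -1.16 (standard error 0.28, adjusted p = 0.0075), a call that ended without C57BL/6J replicate 1 (adjusted p = 0.11) and without A/J replicate 2 (a log2 fold change under 1), and BALB/cJ and C57BL/6J differed by -0.42 (adjusted p = 0.398). In intron 7 of 11 of *Irak3* (120165531 to 120166531), the count was 15.6 ± 7.42, 5.80 ± 2.29 and 39.1 ± 19.8, with BALB/cJ lower than C57BL/6J by -2.70 (standard error 0.49, adjusted p = 3.3e-04) and A/J by -1.22 (adjusted p = 0.0753). A/J was above BALB/cJ there by 1.48 (adjusted p = 0.130), which passed with the replicate number as a block (adjusted p = 0.0226).

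**Figure D1:**
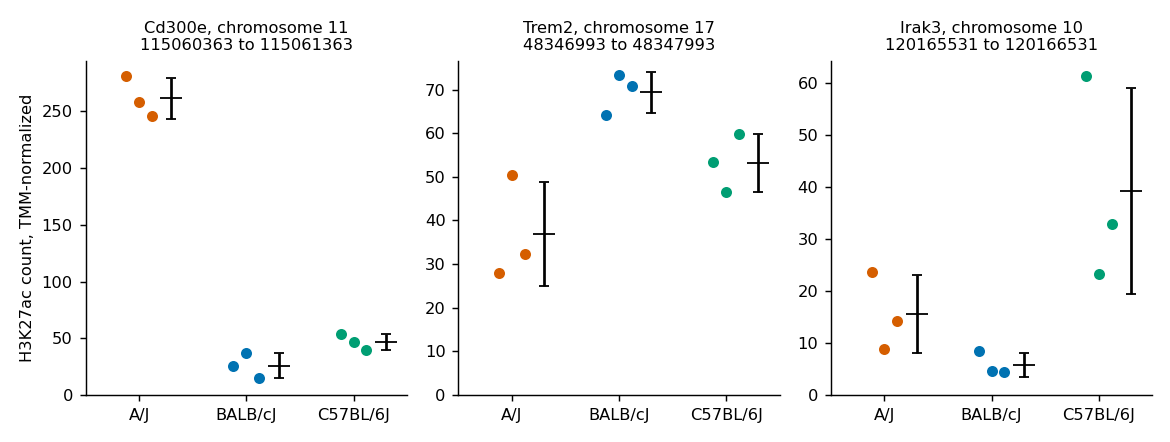
H3K27ac count per 1000-bp window, normalized by TMM (y axes), in each of the 3 libraries of A/J, BALB/cJ and C57BL/6J Kupffer cells (dots) with mean and SD (bars) at *Cd300e*, *Trem2* and *Irak3*. The means are 262, 25.5 and 46.5 at *Cd300e*, 36.9, 69.4 and 53.2 at *Trem2* and 15.6, 5.80 and 39.1 at *Irak3*.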

**Fig. 2:**
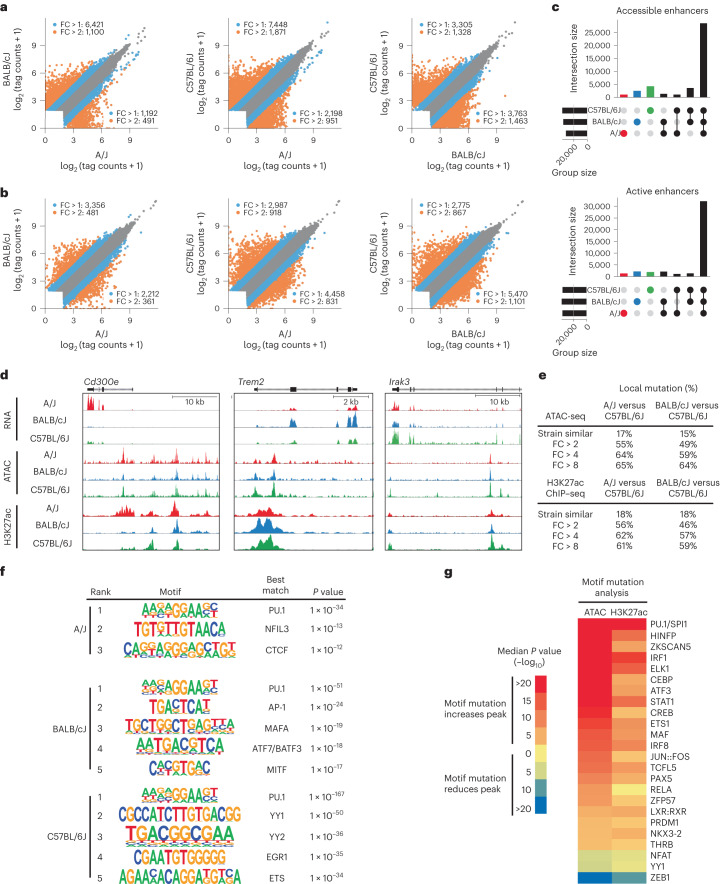
Local and global effect of natural genetic variation on the Kupffer cell epigenome. **a**, Scatter plots of log_2_ (tag counts) for ATAC-seq signal at the union set of irreproducible discovery rate (IDR) ATAC-seq peaks across all strains; *n* = 4 per group. **b**, Scatter plots of log_2_ (tag counts) for H3K27ac ChIP–seq signal at the union set of IDR ATAC-seq peaks across all strains; tags are annotated with a window size of 1,000 base pairs (bp) centered on the middle of the IDR peak; *n* = 3 per group. **c**, Overlap of active and accessible genomic loci for each strain. Accessible loci are defined as sites with >16 HOMER-normalized ATAC-seq tags. Active loci are defined as sites with >32 HOMER-normalized H3K27ac ChIP–seq tags. **d**, Strain-specific epigenetic signals associated with transcriptional activation. *Cd300e* expression and H3K27ac acetylation of nearby enhancers are specific to A/J Kupffer cells. *Trem2* is preferentially expressed in BALB/cJ Kupffer cells and is associated with increased acetylation of an intronic enhancer. *Irak3* is preferentially expressed in C57BL/6J Kupffer cells and is associated with C57BL/6J-specific ATAC-seq peaks and increased acetylation of nearby enhancers; kb, kilobases. **e**, Enhancers were categorized into strain similar or strain specific for both ATAC-seq and H3K27ac ChIP–seq data. The table denotes percentages of enhancers at each fold change cutoff that harbor local genetic variation within the 200 bp of the IDR peak. **f**, Motifs associated with strain-specific active enhancers, defined as loci that had strain-specific increases in H3K27ac. **g**, MAGGIE motif mutation analysis on strain differentially accessible and active enhancers.

To estimate the extent to which local genetic variants contribute to strain-specific differences in ATAC-seq and H3K27ac, we determined the frequency of SNPs and indels within ATAC-defined open chromatin at strain-similar ATAC-seq and H3K27ac peaks in comparison to peaks exhibiting a greater than twofold change in ATAC-seq or H3K27ac signal. Strain-similar peaks exhibited a background SNP/indel frequency of 15–18%, whereas peaks differing by greater than twofold exhibited a variant frequency of 46–56% (Fig. 2e). The variant frequency increased to 57–64% at a fourfold difference between strains and was similar at an eightfold difference. Overall, ~30–50% of regions’ quantitative differences in open chromatin or histone acetylation were associated with nearby variants controlling chromatin accessibility or activity in *cis*.

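The strain difference at *Clip4*, *Vti1b*, *Arid5b* or *Dhx34* falls on windows in which F1 hybrid reads span a variant between BALB/cJ and C57BL/6J, whereas the windows of *Mblac1*, *Ypel3*, *Coro2a* and *Trim5* held no such read. Variants themselves were not analysed here. Reads of the CB6F1/J hybrid that resolve the 2 alleles, at least 16 over the 3 animals, served as the mark of a variant within the window. They were counted in regions of 200 bp, with a median of 1 region per 1000-bp window that has any. A window without such reads may therefore still hold a variant. Such reads were present in 18.8% of the 53928 windows whose BALB/cJ and C57BL/6J counts differed by less than 1 on the log2 scale (95% Wilson interval 18.5 to 19.1). The share was 37.7% (36.5 to 38.9) of 6459 windows with a difference over 1, 50.5% (48.1 to 52.8) of 1748 windows over 2 and 53.3% (49.7 to 56.8) of 762 windows over 3. Among the 5171 called windows it was 42.8% (41.4 to 44.1). Each share differed from that of the windows under 1 by Fisher's exact test, two-sided and adjusted over the 4 tests (4.9e-241, 4.7e-187, 1.0e-98 and 2.2e-306), but overlapping windows are not independent, and the intervals cover counting error only. With at least 1 allele-resolving read the share among windows with a difference over 1 was 47.1% against 22.3% of those under 1, and with at least 50 it was 19.5% against 12.8%. From the higher frequency of SNPs and indels at strain-differential peaks, the paper concludes that part of the differences between strains was associated with nearby variants acting in *cis* (Fig. 2e).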

Motif enrichment analysis of the common set of ATAC-seq peaks exhibiting H3K27ac yielded motifs corresponding to previously established Kupffer cell lineage-determining factors, including PU.1, MAF/MAFB, NF-κB, TFEB/TFEC, LXR, RBPJ and SMADs (Extended Data Fig. 4a,b). To identify potential transcription factors driving strain-specific enhancer selection, we performed motif enrichment of strain-specific enhancers. In each case, PU.1 binding sites were the most enriched motifs, consistent with the general role of PU.1 in selecting macrophage-specific enhancers (Fig. 2f). Additionally, putative enhancers exhibiting preferential H3K27ac between strains included enrichment for motifs recognizing NFIL3, AP-1 and ETS factors, among others (Fig. 2f), and indicating a likely causal relationship between enhancer activity and the sequence-specific transcription factor(s) in the active strain.

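PU.1, the macrophage lineage-determining factor of the ETS family, matched its consensus in 0.382% of 262 A/J-specific windows against 2.06% of matched windows (adjusted p = 0.390), in 1.03% of 486 BALB/cJ-specific windows against 1.93% (adjusted p = 0.615) and in 1.56% of 1219 C57BL/6J-specific windows against 1.62% (adjusted p = 1 by Fisher's exact test). The search took exact consensus matches on either strand of the mm10 reference in the central 200 bp of each window. The background was windows with an absolute log2 fold change under 0.5, matched on GC content and not on promoter status. The tests were adjusted over 14 consensus sequences in 13 sets of windows. A consensus match is narrower than a position weight matrix, and matches in the A/J and BALB/cJ sequence were not counted.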

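AP-1, the factor family of JUN and FOS, was more frequent in BALB/cJ-specific windows than in matched ones. It matched 14.6% of them (95% Wilson interval 11.7 to 18.0) against 8.56% of matched windows, an odds ratio of 1.83 (adjusted p = 0.00209 by Fisher's exact test). Among all 2693 windows higher in BALB/cJ than in C57BL/6J the AP-1 share was 12.7% (11.5 to 14.0) against 9.57% (adjusted p = 9.3e-05), and the MAF site matched 6.91% (6.01 to 7.93) against 5.26% (adjusted p = 0.0177). IRF sites, bound by interferon regulatory factors, were more frequent in the 2478 windows higher in C57BL/6J (8.19%, 7.18 to 9.34, against 5.24%, odds ratio 1.61, adjusted p = 3.1e-06) and in the 844 windows higher in A/J than in BALB/cJ (8.53%, 6.83 to 10.6, against 4.83%, adjusted p = 0.00128). NF-κB p65 sites were also more frequent in the latter set (6.28%, 4.83 to 8.12, against 3.77%, adjusted p = 0.0292). Of the 11 tests past the threshold, 7 had more matches than the matched windows, and the others had fewer. The ETS consensus was less frequent in BALB/cJ-specific windows (0.206% against 2.10%, adjusted p = 0.0219) and in windows higher in BALB/cJ than in A/J (0.519% against 1.88%, adjusted p = 0.00209) or C57BL/6J (0.446% against 1.73%), and IRF sites in the latter set (3.08% against 4.99%, adjusted p = 3.7e-04). NFIL3, a basic leucine zipper repressor, matched 0.382%, 1.03% and 1.64% of A/J-, BALB/cJ- and C57BL/6J-specific windows against 0.840%, 1.44% and 1.26% (adjusted p = 0.725 for C57BL/6J). YY1 was more frequent in C57BL/6J-specific windows (1.31% against 0.295%, adjusted p = 0.00128), a call that ended without GC matching (adjusted p = 0.238).

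**Figure D2:**
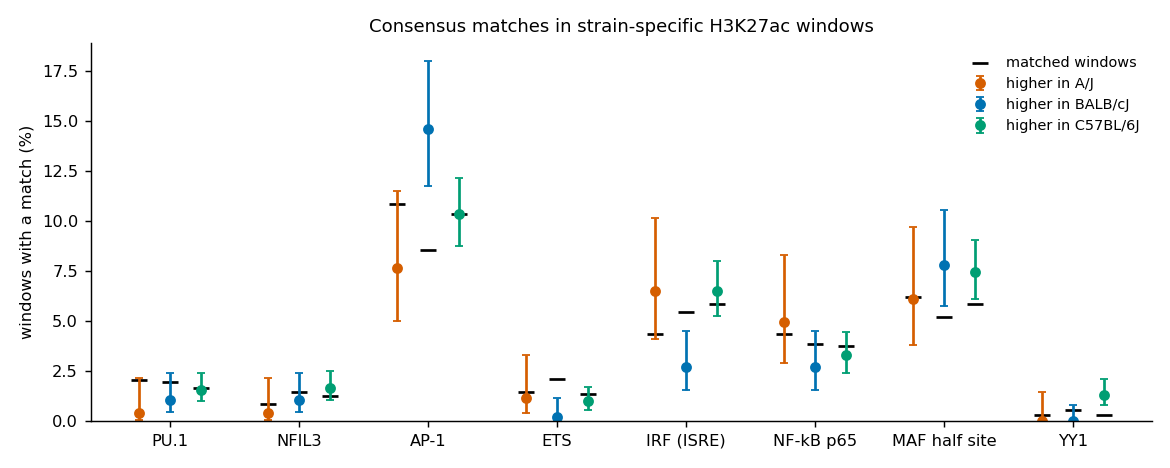
Percent of strain-specific H3K27ac windows with a consensus match in their central 200 bp (y axis) for 8 factors (x axis), with 95% Wilson intervals for windows higher in A/J, BALB/cJ or C57BL/6J (dots) and the share of GC-matched windows (black lines). AP-1 reaches 14.6% in windows higher in BALB/cJ against 8.56% of matched windows.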

To gain further insight into mechanisms by which SNPs and indels exert local effects on enhancer selection and function, we assessed the quantitative impact of the genetic variation provided by these three strains of mice on open chromatin and H3K27ac using MAGGIE, a motif mutation analysis tool^23^. MAGGIE associates changes of epigenomic features at homologous sequences (for example, enhancer activation or enhancer repression) with motif mutations caused by genetic variation to prioritize motifs that likely contribute to local regulatory function. Although the genetic variation provided by comparing A/J, BALB/cJ and C57BL/6J mice is substantially less than that used in previous MAGGIE applications^9,23^, systematic analysis of JASPAR^24^ transcription factor binding motifs identified >100 motifs with variants significantly associated with altered ATAC-seq and/or H3K27ac signal (Supplemental Table 2). Many motifs identified by MAGGIE are binding sites for related transcription factors (for example, ETS, AP-1 and IRF families; Fig. 2g). Overall, effects of motif mutations on open chromatin and H3K27ac were highly correlated. Significance of motif mutation enrichments were greater when associated with ATAC-seq than H3K27ac ChIP–seq, likely due to the larger size of the ATAC-seq input set. Mutations affecting PU.1 and related ETS family motifs were the most deleterious for chromatin accessibility and acetylation, consistent with the role of PU.1 as a macrophage lineage-determining transcription factor^2,25–27^. Motif mutations affecting IRF, STAT, AP-1/ATF, CREB, MAF and C/EBP families were also identified as drivers of enhancer selection and function in Kupffer cells. Identifying a motif for LXR/RXR heterodimers was also consistent with its established role as a Kupffer cell lineage-determining factor that participates in chromatin opening and enhancer activation^12^. Not all enriched motif mutations could be associated with corresponding transcription factors expressed by Kupffer cells (for example, ZFP57, ZKSCAN, PAX and NKX; Supplemental Table 2), suggesting their involvement in other biological contexts or the interaction of currently undefined transcription factors with these DNA elements. RBPJ and SMAD both regulate Kupffer cell differentiation^12,14^; however, the SNP and indel abundance affecting these motifs is limited, and analyses did not detect enrichment of motif mutations for these factors associated with altered chromatin accessibility or acetylation. This may reflect a selection pressure to preserve the function of these elements. Collectively, these studies define the effect of natural genetic variation on the enhancer landscapes of Kupffer cells from three strains of mice and support functional roles of major motifs enriched in these regulatory elements.

### Inference of environmental influence on transcription

Sinusoidal endothelial cells and stellate cells regulate the expression and activity of Kupffer cell lineage-determining transcription factors via the *Dll4*–Notch and *Bmp9*–ALK/SMAD pathways^12,14^. To gain insights into how these and other signaling molecules affect strain-specific transcription in Kupffer cells, we applied NicheNet, a computational model of intercellular signaling built from public data sources of ligand–receptor and intracellular networks^28^. The NicheNet model can infer active ligands in cell–cell communication by comparing expressed ligand–receptor pairs in sender–receiver cells to differentially expressed genes in receiver cells.

Using newly generated RNA-sequencing data (RNA-seq) from hepatocytes, stellate cells and liver sinusoidal endothelial cells (LSECs) from A/J, BALB/cJ and C57BL/6J mice, we determined whether ligands expressed by hepatic cells with cognate receptor expression in Kupffer cells could predict strain-specific Kupffer cell gene expression (Fig. 3a and Extended Data Fig. 5). We also included a selection of hormonal ligands that may alter Kupffer cell transcription via portal blood exposure. NicheNet scored each ligand by correlating receiver cell gene expression predicted as induced by a given ligand to the set of strain-specific differentially expressed genes, and we summarized top-scoring NicheNet ligands (Fig. 3b) and ligand–target gene connections (Fig. 3c). Hepatocyte-derived ligands included ApoE, an apolipoprotein that binds lipoprotein receptors (for example, LDLR and TREM2), which was predicted to induce BALB/cJ-specific Kupffer cell gene expression (for example, *Fads1* and *Cxcr4*; Fig. 3c). LSEC-derived ligands included bone morphogenetic protein 2 (BMP2), a BMP ligand family member, which was predicted to control A/J-specific Kupffer cell gene expression. Predicted niche ligands of LSECs and hepatic stellate cells included proteins encoded by *Adam17* and *App*. *App*, the gene encoding amyloid precursor protein (APP), was linked to C57BL/6J-specific gene expression, including the inflammation response genes *Ccl5* an*d Tnfaip3*. *Lep*, encoding the adipokine leptin, was a top-scoring ligand that predicts BALB/cJ-specific Kupffer cell gene expression, and *Lepr*, encoding the leptin receptor, was expressed highest in BALB/cJ Kupffer cells (Fig. 3d). Altogether, these analyses predicted altered expression or activity of several niche ligand–receptor signaling pathways that regulate strain-specific Kupffer cell gene expression.

**Fig. 3:**
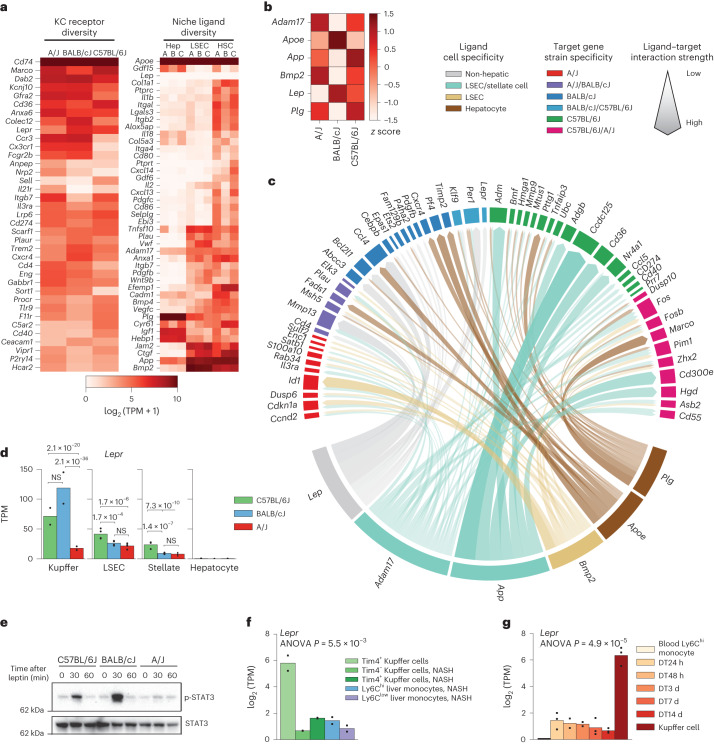
Hepatic Kupffer cell niche differences predicted using network analysis. **a**, Gene expression of receptors by Kupffer cells (left) or ligand by niche companion cells (right) from the indicated cell types (‘A’, ‘B’ and ‘C’ annotations on the right indicate expression in A/J, BALB/cJ and C57BL/6J mice, respectively); Hep, hepatocytes; HSC, hematopoietic stem cells. **b**, Top NicheNet ligand activity scores for each strain. Significance was normalized to *z* score across strains; *n* = 2 samples per group for Kupffer cell RNA-seq, and *n* = 4 samples per subgroup for niche companion cell RNA-seq. **c**, Circos plot demonstrating gene targets of the top six NicheNet ligands from **b**. The width of arrows represents the NicheNet activation score for a given ligand–target gene pair. **d**, Strain-specific expression of the leptin receptor in hepatic cells. *P* values are derived from DESeq2 (Wald’s test with multiple testing correction using the Benjamini–Hochberg method); *n* = 2 samples per group for Kupffer cell RNA-seq, and *n* = 4 samples per subgroup for niche companion cell RNA-seq; NS, not significant. **e**, Immunoblot assessment of total and phosphorylated STAT3 in liver tissue from mice injected with 1 mg per kg (body weight) leptin via the intraperitoneal route. Data are representative of three experiments. **f**, Expression of the gene encoding the leptin receptor in Kupffer cells from healthy C57BL/6J mice (left) and myeloid cells including macrophages and monocytes isolated from mice fed an Amylin liver NASH (AMLN) NASH-inducing diet for 20 weeks. Data were analyzed by one-way analysis of variance (ANOVA); *P* = 5.5 × 10^–3^; *n* = 2 samples per subgroup. **g**, Expression of the gene encoding the leptin receptor in embryonic-derived Kupffer cells (far right) and bone marrow-derived monocytes repopulating the liver at specific time points following depletion of resident Kupffer cells with diptheria toxin. Data were analyzed by one-way ANOVA; *P* = 4.9 × 10^–5^; *n* = 2 samples for Ly6C^hi^ monocytes, DT48 h, DT3 d and DT14 d subgroups; *n*= 3 samples for DT24 h, DT7 d and Kupffer cell subgroups. Source data

We investigated the importance of differential expression of *Lepr*, which is expressed highest by Kupffer cells among other cell types in the hepatic niche (Fig. 3d). Endogenous leptin is exclusively derived from adipose tissue and signals via the leptin receptor through phosphorylation and activation of STAT3 (refs. ^29,30^). Acute intraperitoneal injection of leptin into fasted mice induced detectable STAT3 phosphorylation in liver tissue from C57BL/6J and BALB/cJ mice but not A/J mice (Fig. 3e), which had the lowest *Lepr* expression in Kupffer cells of the assessed strains (Fig. 3d). This result was consistent with the NicheNet-predicted role for leptin in controlling strain-specific differences in Kupffer cell gene expression. The leptin–STAT3 pathway suppressing inflammatory signaling in obese mice^29^ and Kupffer cells facilitating the acute effects of leptin on hepatic lipid metabolism^31^ suggest this finding’s functional relevance. Furthermore, resident (Tim4^+^) Kupffer cells had significantly lower *Lepr* expression in an experimental NASH model than in control mice, and expression of *Lepr* was minimal in peripheral blood monocytes and recruited monocyte-derived (Tim4^–^) Kupffer cells in C57BL/6J mice with NASH (Fig. 3f)^32^. *Lepr* is also one of the few genes not induced in monocyte-derived Kupffer cells repopulating the niche following experimental ablation of resident Kupffer cells (Fig. 3g)^12^. Thus, our data indicate that genetic, developmental and environmental factors regulate *Lepr* expression in Kupffer cells.

### *Cis* and *trans* effects of genetic variation on transcription

Next, we performed RNA-seq on the Kupffer cells from the first-generation intercross of C57BL/6J male and BALB/cJ female mice to assess underlying mechanisms for genetic variation on transcription. In CB6F1/J hybrid mice, both parental BALB/cJ and C57BL/6J genomes coexist within a matched extracellular and intracellular environment. To identify allelic biases, we mapped RNA-seq data to each parental genome and compared the levels of perfectly mapped reads spanning mutations between the parental strains, as described previously^2,7,9,33^.

We identified 245 genes with significant allelic bias in the F1 hybrid; 83 genes shared gene expression bias toward the same strain in RNA-seq data from parental Kupffer cells (Fig. 4a). We defined *cis*/*trans* expression patterns by directly comparing the relative expression between parental cells and allelic data^2,3,34,35^. Strain-specific gene expression was classified as *cis* driven or *trans* driven if expression was conserved or not conserved, respectively, at the allelic level. With this approach, we found that *trans* genes outnumbered *cis* genes in healthy Kupffer cells (Fig. 4b), but *trans* genes were associated with smaller expression fold changes in the parental strain (Fig. 4c), mirroring findings in human expression quantitative trait loci studies^5^. Functional studies of expression quantitative trait loci have shown that *trans*-regulatory genetic variants associated with complex traits converge on modules of coexpressed genes sharing common upstream regulators, yielding insights into mechanisms of pathogenesis^5,36,37^. We asked whether this feature of *trans* genes could be used to identify transcriptional pathways driving strain-specific Kupffer cell gene expression. Indeed, C57BL/6J and BALB/cJ *trans* genes were enriched for distinct biological functions, antigen presentation and Toll-like receptor (TLR) signaling in C57BL/6J mice and chemotaxis and wound healing in BALB/cJ mice (Fig. 4d). De novo motif analysis of *trans* gene promoters identified distinct transcriptional regulators in Kupffer cells, including NF-κB in C57BL/6J mice and RXRα in BALB/cJ mice (Fig. 4e).

**Fig. 4:**
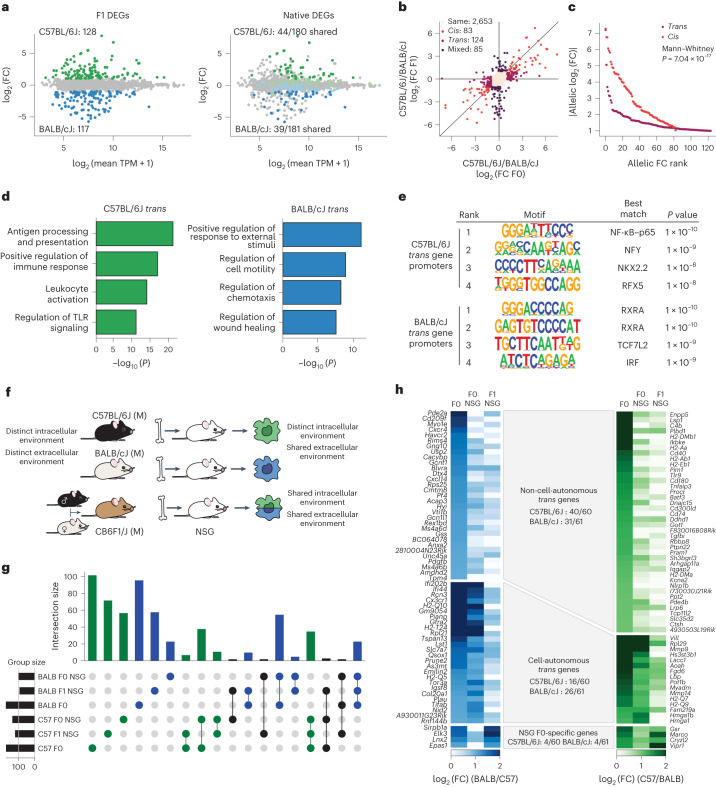
Cell-autonomous and non-cell-autonomous *trans* interactions contribute to gene expression differences in Kupffer cells. **a**, Differential allelic expression in F1 hybrid mice with significantly biased genes colored by strain (left) or allelic expression in F1 hybrid mice with overlayed F0 strain-specific genes (right). The dark-colored dots represent genes with strain-specific bias in F0 mice and allelic bias in F1 hybrid mice. The light-colored dots indicate genes that lost strain specificity in F1 hybrid mice. Data are presented in an ‘MA plot’ format. On the *x* axes, data depict the log_2_-transformed average TPM between samples from the displayed comparison. On the *y* axes, data depict relative expression differences (log_2_ (fold change)) calculated using DeSeq2. **b**, Comparison of gene expression ratios using Kupffer cells from parental mice (*x* axis) to Kupffer cells from F1 mice (*y* axis). Genes with maintained expression differences in both comparisons are labeled ‘*cis*’ and are colored red; genes differentially expressed in parental cells and without allelic bias in F1 cells are labeled ‘*trans*’ and are colored light purple; genes expressed similarly in parental data and with allelic bias are labeled ‘mixed’ and are colored dark purple; genes expressed similarly in both comparisons are labeled ‘same’ and are colored light beige. **c**, Cumulative distribution of allelic fold change in parental strains associated with *cis* and *trans* genes. **d**, Gene ontology enrichment of BALB/cJ and C57BL/6J-specific *trans* genes. **e**, HOMER de novo motif enrichment in promoters associated with BALB/cJ- or C57BL/6J-specific *trans* genes. **f**, Experimental schematic for chosen strategies used to predict cell-autonomous and non-cell-autonomous patterns of strain-specific gene expression by Kupffer cells. **g**, UpSet plot displaying intersections of BALB/cJ and C57BL/6J strain-specific genes across the parental, F0–NSG transplant and F1–NSG transplant conditions. Vertical bar plots illustrate the number of genes in a set, with colored dots below the plots representing the experiments sharing a given set of differential genes. **h**, Overlap of *trans* genes identified in F1 and NSG models. The *trans* genes were identified as in **b**. NSG *trans* genes were filtered to only consider genes harboring a mutation, allowing discrimination of allelic reads in F1 Kupffer cells.

As *trans* effects might be driven by cell-autonomous and non-cell-autonomous mechanisms, we determined their relative contributions by transplanting bone marrow from C57BL/6J mice, BALB/cJ mice or CB6F1/J F1 hybrid mice into busulfan-conditioned NOD *scid* gamma (NSG) recipients^38^. Busulfan treatment depletes resident Kupffer cells, allowing engraftment of monocyte-derived Kupffer cells from donor progenitors. Both the F0–NSG and F1–NSG transplant Kupffer cells share a similar hepatic extracellular environment. Thus, genes with strain-specific gene expression bias in parental Kupffer cells and equivalent expression in F0–NSG and F1–NSG Kupffer cells are likely driven by environmental differences unique to the parental liver (Fig. 4f). By contrast, donor-derived Kupffer cells from the F1–NSG model contain both parental genomes in a shared cellular and nuclear environment. Consequently, genes exhibiting strain-specific expression in Kupffer cells from parental mice and the F0–NSG transplant model and no significant allelic imbalance in the donor-derived F1–NSG model likely arise from differences in intracellular signaling or transcription factor activity. Regarding strain-specific genes, F0 and F0–NSG mice shared more differential genes than did F1–NSG mice, consistent with the role of the intracellular environment in maintaining a portion of strain-specific gene expression (Fig. 4g and Extended Data Fig. 6).

In both the F1 hybrid and NSG models, most transcripts with allelic bias (71/121; Fig. 4h) were *trans* regulated and likely driven by environmental *trans* effects in the parental hepatic environment that were lost in the models. Many remaining transcripts (42/121; Fig. 4h) were defined as *trans* regulated due to allelic biases in chimeras made with cells from F1 hybrid mice but not cells from parental mice, indicating control by cell-autonomous differences upstream of transcription factor binding. From these collective data, we estimate that *trans*-mediated genetic variation in Kupffer cells is driven 60% by non-cell-autonomous differences in environmental signals and 40% by cell-autonomous differences in signaling or transcriptional activity. Notably, these estimates are based on semiquantitative cutoffs, and transcription is regulated by varying degrees of both *trans* and *cis* effects, but we do not have a model to quantify the relative impact of these effects using F0 and F1 data.

### *Cis* and *trans* effects of genetic variation on enhancers

These findings were consistent with genetically determined differences in the hepatic environment exerting additional regulation on Kupffer cells in vivo, and predicted *trans* effects of genetic variation may be dominant drivers of chromatin landscapes in Kupffer cells. We performed ATAC-seq and ChIP–seq for H3K27ac in Kupffer cells isolated from CB6F1/J F1 hybrid mice and evaluated allelic biases as discriminated by the presence of genetic variants (Extended Data Fig. 3c). 

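H3K27ac ChIP–seq libraries were made from Kupffer cells of 3 male CB6F1/J mice, the F1 hybrids of a BALB/cJ mother and a C57BL/6J father, in whose nuclei both parental alleles meet the same factors. The authors mapped the reads to mm10 and to the BALB/cJ genome, kept those that map perfectly, and counted those that span a variant separately for each allele. The counts cover 217456 regions of 200 bp, although the paper's methods give a 1000-bp window, and 86.6% to 89.6% of the regions had no allelic read in a given column. Totals were 182654, 381212 and 285265 on the BALB/cJ allele for animals 1 to 3 and 189914, 400681 and 301532 on the C57BL/6J allele. All perfectly mapped reads, variant or not, came to 2763448 to 5764647 per allele column. Regions with their midpoint in a window of the parental counts (49.3%) were summed into that window, counts in steps of 0.5 were rounded, and 22684 windows had any allelic count. Of the autosomal windows, 5234 had a mean normalized allelic count over 16 and were tested between alleles with edgeR's quasi-likelihood test at the thresholds used for the strains. As a check of the alleles, genes of the X chromosome were examined, since male F1 mice carry only the BALB/cJ X. At *Rpl10*, a ribosomal protein gene, the count was 108 on the BALB/cJ allele and 0.330 on the C57BL/6J allele, and over the X chromosome the BALB/cJ share was 91.2% (95% Wilson interval 89.6 to 92.5), 91.9% (90.8 to 92.8) and 91.5% (90.3 to 92.5) in the 3 animals, against 49.0%, 48.7% and 48.5% on the autosomes. These intervals cover counting error only, and some windows overlap and hold the same reads. For the pooled share, a bootstrap over runs of overlapping X windows gave a 95% interval of 85.9% to 95.7%. Of 18 tested X windows, 3 were not called toward BALB/cJ. These were *Rbbp7* (54.8 on the BALB/cJ and 50.5 on the C57BL/6J allele), *Sat1* (39.3 and 21.5) and *Hmgn5* (26.4 and 12.8).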

As with gene expression, *trans* effects were dominant for both ATAC-seq peaks (442 *cis*, 1,184 *trans*; Fig. 5a) and overlayed H3K27ac ChIP–seq signal (936 *cis*, 1,493 *trans*; DeSeq2: log_2_ (fold change) > 1, adjusted *P* *<* 0.05; Fig. 5a). 

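Windows at which both alleles kept the parental difference included some of the largest ones. In intron 1 of 47 of *Cacna1a* (chromosome 8, 84420206 to 84421206), BALB/cJ had 228 ± 8.63 and C57BL/6J 3.07 ± 1.43 in the parental strains (log2 fold change 6.40, standard error 0.36, adjusted p = 2.0e-11 from edgeR), and the alleles in the F1 had 64.4 ± 12.6 and 1.32 ± 2.29 (5.49, standard error 0.67, adjusted p = 2.0e-05; SD, n = 3). *Dhx34*, a helicase gene, differed by -4.45 between strains and was lower on the BALB/cJ allele (1.19 ± 1.06, adjusted p = 5.2e-06), where the counts are too few for a fold. Between strains and between alleles, *AI413582* differed by -5.24 and -5.19, and *Ada*, which encodes adenosine deaminase, by 4.53 and 3.59 (adjusted p = 7.2e-05). *H2-Ea-ps*, an MHC class II gene named as a pseudogene in the mm10 annotation, had 87.9 ± 34.3 on the BALB/cJ and 0.487 ± 0.843 on the C57BL/6J allele. The strains had 44.6 ± 26.7 and 8.45 ± 4.33, with 327 ± 14.7 in A/J. At *Col11a2* the BALB/cJ allele had no count against 90.0 ± 16.4 on the C57BL/6J allele, and at *Clmp* (40708949) the C57BL/6J allele had 0.660 against 33.9 ± 13.8. Some *cis* windows kept only part of the difference. *Clip4* had a log2 fold change of 1.78 between alleles (66.3 ± 21.7 against 18.5 ± 8.40, adjusted p = 0.0059, interaction adjusted p = 4.5e-05). *Vti1b*, a SNARE gene, went from 5.83 to 1.49 (adjusted p = 0.0306, 0.0759 with animal as a block, interaction adjusted p = 5.4e-05). With the animal as a block the F1 calls at *Arid5b*, *Sfn*, *Gcnt1* and *Mtmr7* (log2 fold changes 4.14, 3.21, -3.86 and -3.34) were also lost, at adjusted p = 0.0515, 0.127, 0.0608 and 0.094, whereas *Ubxn2b* and *Zfp493* (-2.62 and -3.39) kept theirs.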

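Among *trans* windows with a large parental difference, those at *Parp2*, *Clec4f*, *Cldn14* and *Dazl* had a smaller difference between the alleles of the F1. At *Clec4f*, which encodes a Kupffer cell lectin, the parental counts were 123 ± 37.7 in BALB/cJ and 9.30 ± 8.03 in C57BL/6J (log2 fold change 4.00, standard error 0.50, adjusted p = 1.1e-05), and the alleles had 32.2 ± 12.4 and 19.1 ± 3.23 (0.74, adjusted p = 0.461). The difference between the 2 contrasts passed its own test (interaction adjusted p = 0.00503). *Parp2*, a DNA repair gene, went from -4.46 (adjusted p = 5.9e-08) to -0.26 (adjusted p = 0.932, interaction adjusted p = 2.9e-05), *Cldn14*, a tight junction gene, from -3.11 to -0.57 (interaction adjusted p = 1.6e-05) and a window nearest to *Dazl* from -3.09 to -0.05 (interaction adjusted p = 0.00137). *Disc1*, at 4.13 and 1.90, and *Fam46b*, *Sema4b* and *Ly6e*, at 2.96, -3.29 and -2.95 between strains and 1.03, -1.48 and -1.76 between alleles, did not pass the test between alleles, and for *Disc1* the interaction adjusted p was 0.175. Of other *trans* windows, that of the MHC class II gene *H2-Aa* had 103 ± 22.7 on the BALB/cJ allele and 98.2 ± 8.25 on the C57BL/6J allele (interaction adjusted p = 3.3e-04), and that of the signaling adaptor gene *Tyrobp* 60.0 and 79.7 (interaction adjusted p = 0.00204). The windows of *H2-Ob* in intron 1 of 5 and of *H2-Eb1* in intron 2 of 5 remained lower on the BALB/cJ allele, by -2.53 (adjusted p = 3.2e-04) and -2.03 (adjusted p = 0.0019). The *H2-Eb1* call ended without F1 animal 3 (adjusted p = 0.0682). Of 38 MHC class II windows tested between alleles, 1 was higher and 3 lower on the BALB/cJ allele, also when adjusted over the list alone (set test, adjusted p = 0.185).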

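In numbers, 5232 autosomal windows were tested in both experiments and 648 of them were called between the BALB/cJ and C57BL/6J strains. Of these, 242 (37.3%) were also called between alleles in the same direction and are *cis*, and 406 (62.7%) were not called between alleles and are *trans*. A further 133 were called between alleles alone (mixed) and 4451 in neither. *Cis* windows were higher in BALB/cJ in 110 cases and in C57BL/6J in 132, and *trans* windows in 161 and 245. Without C57BL/6J replicate 3, *trans* windows were higher in BALB/cJ in 149 cases and in C57BL/6J in 162. Between alleles, 377 windows (7.20%) were called, 154 higher on the BALB/cJ and 223 on the C57BL/6J allele. With the animal as a block there were 134 allelic calls, and with the replicate number also a block in the fit of the strains there were 91 *cis*, 567 *trans* and 42 mixed windows. Without F1 animal 2 or 3 the allelic calls numbered 148 and 133, the *cis* windows 107 and 101, and the mixed windows 40 and 31. At *trans* windows the median difference between alleles was 0.62 in the parental direction, against 1.31 between strains, and 333 of them (82.0%) kept the parental sign. At *cis* windows the medians were 2.46 and 2.18. A missing call between alleles does not show that the 2 contrasts differ, and the test of that difference passed in 39 *trans* windows. From the excess of *trans* over *cis* windows, the paper concludes that *trans* effects of genetic variation dominate the H3K27ac differences between these strains (Fig. 5a).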

Overall, allelic bias in H3K27ac ChIP–seq data positively correlated with allelic biases in both ATAC-seq and RNA-seq data, suggesting that allele-specific changes in epigenetic signals and gene expression correlate (Fig. 5b,c).

**Fig. 5:**
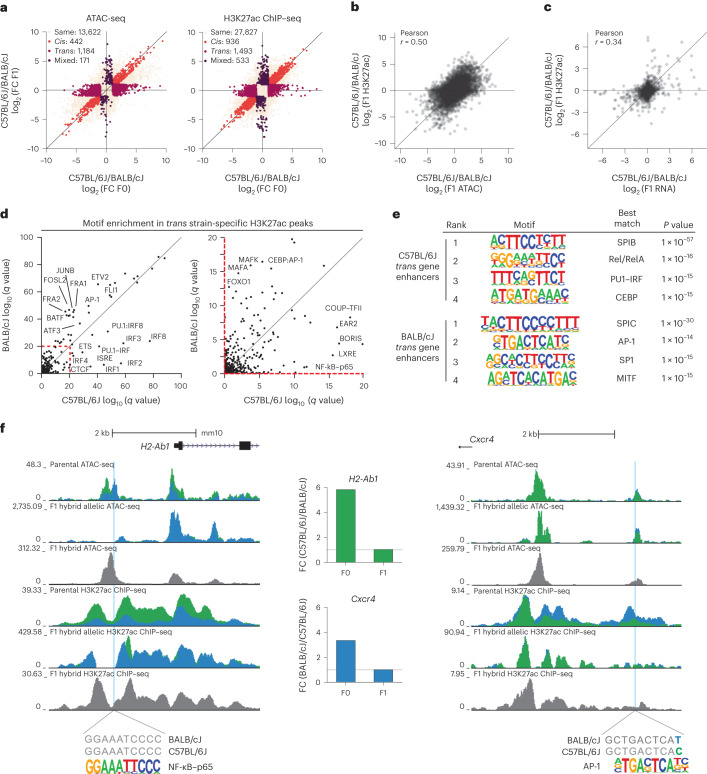
*Cis* and *trans* analysis of epigenetic loci reveals upstream regulators of *trans* transcriptional diversity. **a**, Comparison of ATAC-seq (left) and H3K27ac ChIP–seq (right) tag ratios using Kupffer cells from parental mice (*x* axes) and F1 hybrid mice (*y* axis). All IDR ATAC-seq peaks harboring a mutation were considered for analysis. Peaks with maintained ATAC-seq tag differences in both comparisons are labeled ‘*cis’* and are colored red; peaks with differential ATAC-seq tags in parental cells but not in the F1 model are labeled ‘*trans’* and are colored purple; peaks with similar ATAC-seq tags in parental data and allelic bias in ATAC-seq tags in F1 mice are labeled ‘mixed’ and are colored dark purple; peaks with similar ATAC-seq tags in both comparisons are labeled ‘same’ and are colored beige. **b**, Correlation of allelic ATAC-seq and H3K27ac ChIP–seq reads at IDR ATAC-seq peaks with at least 16 ATAC-seq and H3K27ac reads in at least one sample. **c**, Correlation of allelic RNA-seq reads and promoter H3K27ac ChIP–seq reads for transcripts expressed at TPM > 4 and promoters with greater than eight H3K27ac ChIP–seq reads in at least one sample. **d**, Enrichment score of known transcription factor motifs in *trans* BALB/cJ-specific enhancers (*y* axis) and in *trans* C57BL/6J H3K27ac enhancers (*x* axis). **e**, De novo motif enrichment at active enhancers (>32 H3K27ac tags) associated with C57BL/6J or BALB/cJ *trans* genes. **f**, Examples of *trans*-regulated epigenetic loci upstream of *trans*-regulated genes. A strain-invariant NF-κB motif lies within a *trans*-regulated C57BL/6J-specific enhancer upstream of the C57BL/6J *trans* gene *H2-Ab1* (left). An AP-1 motif with a mutation outside the core binding sequence lies in a *trans*-regulated BALB/cJ-specific enhancer upstream of the BALB/cJ-specific *trans* gene *Cxcr4* (right). Colored tracks/bars denote BALB/cJ (blue) or C57BL/6J (green) data.

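Mixed windows, called between alleles and not between strains, included MHC class I genes. At *H2-L*, an MHC class I gene (chromosome 17, 35263228 to 35264228), the parental counts were 393 ± 86.5 in BALB/cJ and 422 ± 96.8 in C57BL/6J (log2 fold change -0.10, adjusted p = 0.865 from edgeR), while the alleles had 0 and 75.2 ± 15.9. An intron of *H2-K1*, another MHC class I gene, had 272 ± 61.7 and 363 ± 61.3 in the strains (adjusted p = 0.381) and 0.758 ± 1.31 and 94.1 ± 9.09 on the alleles. A window nearest to *Adamtsl4* had 77.2 ± 19.8 on the BALB/cJ and 1.00 ± 1.73 on the C57BL/6J allele, and one nearest to *Mir1963* 0.847 and 51.3 ± 4.12. *Art2a-ps* had 9.01 ± 6.45 and 94.9 ± 8.55 (-3.39, standard error 0.40, adjusted p = 1.8e-05), and *Mir5131* 1.95 and 54.0 ± 19.3. For these 6 windows the difference between the strain and the allele contrast passed its test, with an adjusted p between 8.8e-09 and 2.2e-04. Unlike the parental counts, the allelic counts hold only reads that map perfectly and span a variant. The BALB/cJ genome used for mapping leaves out larger structural variants, as the paper states. The test therefore cannot tell a difference in H3K27ac between alleles from reads of 1 allele lost in mapping. *Myl12b*, *Rasgef1b*, *Upf3a* and *Mpeg1*, a macrophage pore-forming protein gene, were higher on the BALB/cJ allele by 1.66, 1.86, 1.63 and 1.62, and lost the call with animal as a block at adjusted p = 0.0585, 0.13, 0.059 and 0.131. Over all 5232 windows the strain and allele log2 fold changes had a Pearson r of 0.663 and a Spearman rho of 0.45 across windows, which are not independent replicates. Within the 648 windows called between strains the values were 0.83 and 0.85, and 575 (88.7%) had the same sign.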

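*H2-Ab1*, which encodes an MHC class II beta chain, had less H3K27ac in BALB/cJ than in C57BL/6J upstream of its transcription start site. The window -1585 bp from the start site (chromosome 17, 34261142 to 34262142) had 103 ± 6.38 in BALB/cJ and 230 ± 69.9 in C57BL/6J (SD, n = 3 each; log2 fold change -1.19, standard error 0.24, adjusted p = 0.0011 from edgeR), with 339 ± 56.5 in A/J. It holds an NF-κB consensus match at 34261760 to 34261769, GGAAATCCCC, within the reference sequence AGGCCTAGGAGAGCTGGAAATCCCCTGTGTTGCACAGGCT, and an AP-1 match at 34261499 to 34261505, TGAGTCA. Allelic counts there were 3.32 and 1.82, too low for the test. The *H2-Ab1* window from 34258151 differed by -1.46 between the strains (standard error 0.28, adjusted p = 7.2e-04) and the one from 34257735 by -1.12 (adjusted p = 0.0024). Nearby windows had allelic reads. At 34257340 the alleles had 36.9 and 18.2 (0.95, adjusted p = 0.291), and the strain and allele contrasts differed (interaction adjusted p = 0.0398). At the promoter (34262710) the alleles had 91.8 ± 9.28 and 82.8 ± 31.7 (0.13, adjusted p = 0.970). Of 8 tested windows of *H2-Ab1*, 3 were lower in BALB/cJ than in C57BL/6J. Among 109 windows from upstream of *H2-K1* to downstream of *H2-Eb1*, 43 were lower and 3 higher in BALB/cJ than in C57BL/6J, and 38 were lower in BALB/cJ than in A/J.

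**Figure D3:**
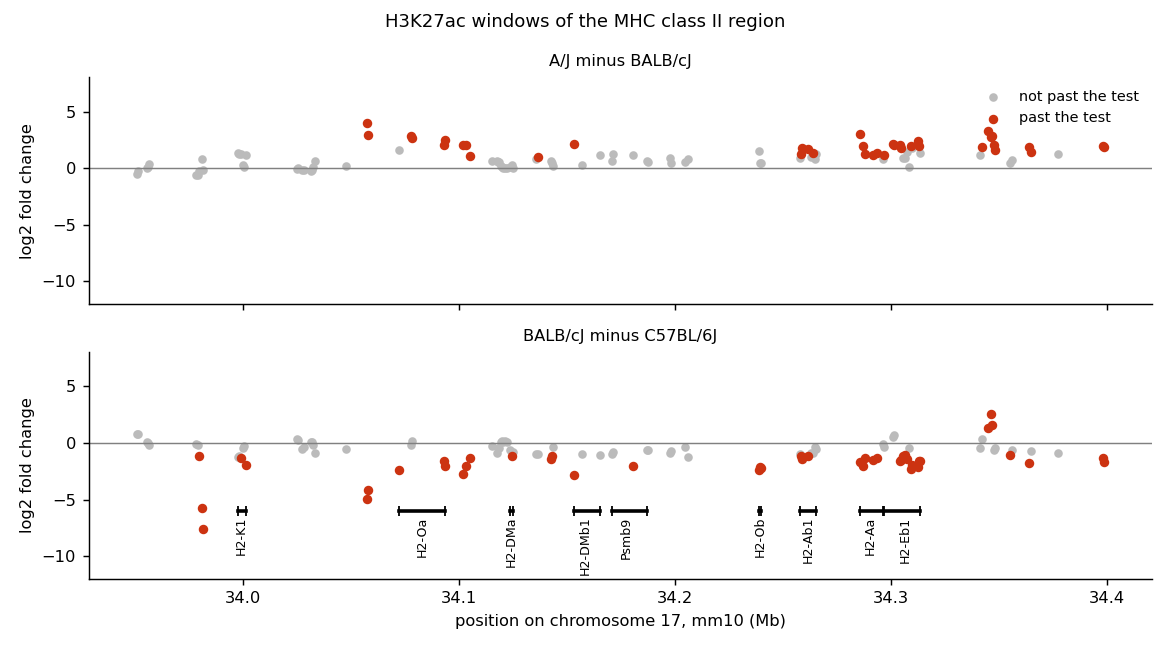
Log2 fold change of H3K27ac (y axes) at each tested 1000-bp window against its position on chromosome 17 of mm10 in Mb (x axis), for A/J minus BALB/cJ (top) and BALB/cJ minus C57BL/6J (bottom), with windows past the test in red and genes as black lines. Of 109 windows, 38 are higher in A/J than in BALB/cJ, and 43 are lower and 3 higher in BALB/cJ than in C57BL/6J.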

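*Cxcr4*, the receptor of the chemokine CXCL12, had more H3K27ac in BALB/cJ than in C57BL/6J at 9 of its 16 tested windows on chromosome 1. In its intron (128590515 to 128591515), the count was 166 ± 31.9 in BALB/cJ and 28.1 ± 3.92 in C57BL/6J (log2 fold change 2.60, standard error 0.35, adjusted p = 1.2e-05 from edgeR; SD, n = 3 each), and 86.4 ± 53.0 in A/J. In the F1 the alleles had 23.2 ± 0.959 and 22.8 ± 4.28 (0.01, adjusted p = 0.998), and the 2 contrasts differed (interaction adjusted p = 0.00107). This window holds an NF-κB consensus match at 128590622 to 128590631, GGGGGTCCCC. The *Cxcr4* promoter window at 128591953 had 85.7 ± 2.15 and 24.4 ± 3.71 (1.76, adjusted p = 2.1e-04). Upstream, the window -22373 bp from the start site differed by 1.59 between strains (adjusted p = 0.0042) and by 0.11 between alleles (adjusted p = 0.997, interaction adjusted p = 0.330), and the one at -120334 bp by 1.69 (adjusted p = 1.1e-04) and 0.74 (adjusted p = 0.434, interaction adjusted p = 0.495). At -130711 and -131599 bp from the *Cxcr4* start site, windows that share their allelic reads, the strains differed by 0.29 and 0.79 (adjusted p = 0.554 and 0.0576) and the alleles by -1.42 (adjusted p = 0.0508), with an interaction adjusted p of 0.0472 and 0.00544. An AP-1 consensus match, TGACTCA, lies at 128615678 to 128615684 within the reference sequence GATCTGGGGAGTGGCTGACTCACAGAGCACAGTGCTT, in a window with 81.5 ± 18.5 in BALB/cJ and 22.8 ± 8.57 in C57BL/6J (1.93, standard error 0.32, adjusted p = 1.4e-04). Its allelic counts of 14.8 and 13.6 were below the minimum for a test. A window -155214 bp from the *Cxcr4* start site was BALB/cJ specific, with 63.7 ± 0.768, 3.07 ± 1.43 in C57BL/6J and 18.2 ± 5.70 in A/J.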

To identify transcription factors driving *trans* regulation of these effects, we performed motif enrichment analysis of the *trans*-regulated 1,184 ATAC peaks and 1,493 H3K27ac loci with convergent allelic signals in F1 hybrid Kupffer cells. Motifs for ETS factors were preferentially enriched in *trans*-regulated regions of open chromatin specific to BALB/cJ Kupffer cells, whereas motifs for CTCF and IRFs were enriched in open chromatin specific to C57BL/6J Kupffer cells (Extended Data Fig. 7a). Motifs recognized by AP-1 factors, MAF factors and FOXO1 were enriched in ATAC-seq peaks exhibiting higher H3K27ac levels in BALB/cJ Kupffer cells, whereas motifs recognized by IRF, LXR and NF-κB were enriched in H3K27ac regions in C57BL/6J Kupffer cells (Fig. 5d). 

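AP-1, the JUN and FOS factor family, matched 11.8% of the 161 *trans* windows higher in BALB/cJ (95% Wilson interval 7.69 to 17.7) against 8.45% of GC-matched windows, an odds ratio of 1.45 (adjusted p = 0.605 by Fisher's exact test). FOXO sites matched 4.35% (2.12 to 8.70) against 2.48% (adjusted p = 0.615), and the MAF site 3.73% against 4.22% (adjusted p = 1). In the 245 *trans* windows higher in C57BL/6J, IRF sites matched 5.31% (3.13 to 8.87) against 6.12%, NF-κB sites 5.31% against 3.67% (adjusted p = 0.725) and the LXR consensus 0.408% against 0.204% (adjusted p = 0.995). AP-1 matched 13.5% of the windows higher in C57BL/6J (9.75 to 18.3) against 9.90% (adjusted p = 0.527), and passed without GC matching (adjusted p = 0.0247). ATF/CREB sites had the lowest adjusted p of the BALB/cJ set, at 3.11% against 0.373% (adjusted p = 0.062). No consensus passed in a *cis* or *trans* set. The AP-1 member *Batf3*, by contrast, was itself higher on the BALB/cJ allele (90.2 ± 6.47 against 40.8 ± 9.23; SD, n = 3), with a log2 fold change of 1.14 (adjusted p = 0.0093 from edgeR, 0.071 with animal as a block), a call that ended without F1 animal 2 (adjusted p = 0.213) or 3 (adjusted p = 0.0725).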

LXRα was more highly expressed in C57BL/6J Kupffer cells (Extended Data Fig. 7b), potentially explaining the LXRE enrichment in these strain-specific chromatin regions. However, the majority of transcription factors associated with strain-specific ATAC or H3K27ac peaks were similarly expressed between strains (Extended Data Fig. 7b).

To link these findings with transcriptional regulation, we performed de novo motif enrichment in active or open enhancers associated with identified *trans* genes (Fig. 4b). BALB/cJ enhancers associated with *trans* genes were enriched for SpiC, AP-1 (representative loci in Fig. 5f) and MITF motifs, whereas *trans* gene-associated C57BL/6J enhancers were enriched for SpiB, Rel/RelA NF-κB (representative loci in Fig. 5f) and heterodimer PU.1–IRF motifs (Fig. 5e and Extended Data Fig. 7c). These observations implicate strain-specific signaling pathways upstream of AP-1 and factors in BALB/cJ Kupffer cells and strain-specific activity of NF-κB in C57BL/6J Kupffer cells.

### Genetic variation impacts LPS responses

The differential sensitivities of C57BL/6J and BALB/cJ mice to a NASH-inducing diet (Extended Data Fig. 1) implies strain-specific differences in cell-type responses within and outside the liver during dietary intervention. In NASH models, dietary effects on Kupffer cell gene expression may be indirect, as substantial gene expression changes in C57BL/6J Kupffer cells may not occur until after histological changes develop in the liver^39^. To gain insights into how genetic variation affects Kupffer cell responses to an environmental perturbation in vivo, we assessed changes in the transcriptomes and open chromatin landscapes of Kupffer cells from BALB/cJ and C57BL/6J mice 2 h following intraperitoneal injection of LPS, a time point capturing immediate transcriptional consequences of TLR signaling. A total of 3,268 genes were differentially regulated by LPS injection in Kupffer cells from the two parental strains (DeSeq2: log_2_ (fold change) > 1, adjusted *P* < 0.05, minimum average TPM > 8), with a conserved response of 1,885 genes and strain divergence in 1,383 genes responsive in only one strain (Fig. 6a and Extended Data Fig. 8a). Regarding LPS-responsive changes in chromatin accessibility (DeSeq2: log_2_ (fold change) > 1, adjusted *P* < 0.05, minimum average tags > 4), 6,887 ATAC-seq peaks had significant changes in accessibility due to LPS injection in Kupffer cells from the two parental strains (Fig. 6b and Extended Data Fig. 3c,d); 4,276 peaks were similarly LPS responsive in both strains, whereas 2,611 peaks were LPS responsive in only one strain. Interestingly, differences in known motif enrichment at *trans* ATAC-seq peaks were less marked with LPS treatment (Extended Data Fig. 8b), and de novo motif analysis for strain-specific enhancers demonstrated enrichment of AP-1, ETS and IRF motifs in both strains (Extended Data Fig. 8c,d).

**Fig. 6:**
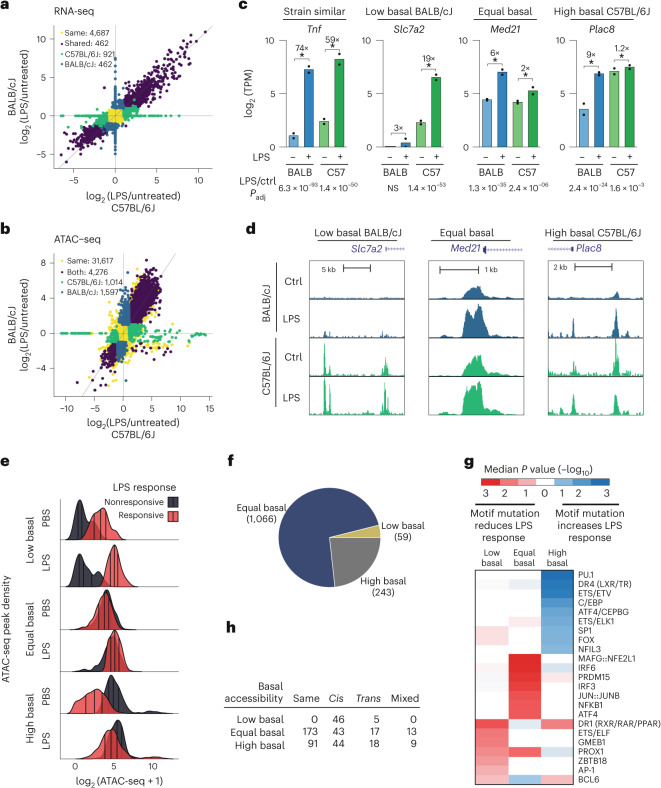
Strain-specific response to LPS determined by *cis*-acting changes in motif affinity. **a**, Comparison of transcriptional response to LPS in C57BL/6J (*x* axis) and BALB/cJ (*y* axis) Kupffer cells. Mice were treated with 0.1 mg per kg (body weight) LPS by intraperitoneal injection for 2 h before Kupffer cell isolation. Genes were considered differentially expressed if their expression differed with an absolute log_2_(fold change) > 1 and adjusted *P* < 0.05. Genes were separated into C57BL/6J- or BALB/cJ-specific LPS-induced genes (green and blue, respectively) or ‘same’ if LPS induced equivalent expression changes in both C57BL/6J and BALB/cJ Kupffer cells (purple); *n* = 2 samples per subgroup. **b**, Comparison of ATAC-seq response to LPS in C57BL/6J (*x* axis) and BALB/cJ (*y* axis) Kupffer cells; *n* = 4 samples for basal C57BL/6J and BALB/cJ ATAC-seq data, and *n* = 2 and *n* = 3 for LPS-treated C57BL/6J and BALB/cJ ATAC-seq data, respectively. **c**, Examples of strain-similar and strain-differential transcriptional responses to LPS. The asterisk (*) indicates a DESeq2-adjusted *P* value of <0.05 (Wald’s test with multiple testing correction using the Benjamini–Hochberg method) for the comparison between LPS and basal conditions; *n* = 2 mice per group for the LPS-treated RNA-seq data; ctrl, control; *P*_adj_, adjusted *P* value; BALB, BALB/cJ; C57, C57BL/6J. **d**, ATAC-seq signal at nearby enhancers associated with ‘low basal’, ‘equal basal’ and ‘high basal’ genes. **e**, Distribution of ATAC-seq signal in ‘low basal’, ‘equal basal’ and ‘high basal’ composite enhancers. **f**, Number of enhancers in each basal accessibility category. **g**, MAGGIE motif mutation analysis comparing motif scores between strains associated with each category of enhancer. ‘Motif mutation’ refers to reduced motif scores in one strain relative to the comparison strain. Heatmap *P*-values refer to the motif scores in the LPS non-responsive strain relative to the responsive strain. **h**, Overlap of three enhancer categories with *cis* and *trans* enhancer analysis performed in CB6F1/J Kupffer cells isolated from mice treated with LPS for 2 h; *P* < 3 × 10^–24^ (Pearson chi-squared *P* value for association of basal states and *cis*/*trans* regulation).

Because fold change is determined by the ratio of expression under LPS and control treatment conditions, strain-specific variation in either or both values contribute to detecting strain-specific differences (LPS-responsive strain-similar and strain-specific genes in Fig. 6c). For example, *Tnf* is categorized as a strain-similar gene for exhibiting nearly identical fold changes to LPS injection (~60-fold) in BALB/cJ and C57BL/6J Kupffer cells despite basal and induced levels of *Tnf* being approximately 50% in BALB/cJ compared to in C57BL/6J Kupffer cells. Thus, from a functional perspective, responses to Kupffer cell-derived *Tnf* would be expected to be greater in C57BL/6J than in BALB/cJ mice.

We assessed strain-specific transcriptional and epigenetic mechanisms by partitioning strain-specific genes by basal expression levels (approach from Hoeksema et al.^9^). Strain-specific LPS-responsive genes were sorted into ‘low basal’ (for example, *Slc7a2*), ‘equal basal’ (for example, *Med21*) and ‘high basal’ (for example, *Plac8*) states by comparing Kupffer cell gene expression in untreated BALB/cJ or C57BL/6J mice (Fig. 6c). ATAC-seq peaks for the *Slc7a2*, *Med21* and *Plac8* promoters and nearby enhancers illustrated corresponding low, equal and high basal normalized tag counts, respectively (Fig. 6d). Normalized tag count and absolute number distributions for each ATAC-seq peak category are illustrated in Fig. 6e. Equal, high and low basal enhancers accounted for ~77%, ~17% and ~4%, respectively, of ATAC-seq peaks exhibiting strain-specific LPS responses (Fig. 6f).

Applying MAGGIE to these basal status peak categories revealed clear segregation of motif mutations. Deleterious motif mutations for signal-dependent transcription factors, including IRFs, JUN/JUNB and NF-κB, which have established transcriptional roles in LPS-mediated TLR4 signaling^40–42^, were enriched in equal basal ATAC-seq peaks from the non-responsive strain (Fig. 6g). Additionally, MAFG:NFE2L1 were enriched, suggesting previously unrecognized roles in LPS-induced Kupffer cell responses. Conversely, high basal peaks from the non-responsive strain were associated with higher motif scores for lineage-determining transcription factors, including PU.1, ETS and C/EBP family members (Fig. 6g). A DR4 element was the second-most significant motif mutation identified in high basal ATAC-seq peaks. Among nuclear receptors recognizing this motif, LXRα is the most highly expressed in Kupffer cells and an established Kupffer cell lineage-determining transcription factor^10,12,43^. The enrichment of mutations improving the motif scores for Kupffer cell lineage-determining factors in the high basal ATAC-seq peaks is consistent with enhanced binding of these factors under basal conditions. A DR1 element recognized by RXR homodimers and heterodimers was enriched in low basal ATAC-seq peaks, suggesting a function in selecting a small subset of LPS-responsive enhancers; however, this interpretation is limited by the low number of low basal peaks. Finally, we intersected LPS treatment peaks with *cis* regulation, *trans* regulation or mixed regulation with each basal peak category. Discerning parental-specific alleles reduced the strain-specific peak set from 1,261 to 459, where 133 peaks exhibited *cis* regulation, 40 exhibited *trans* regulation, and 22 exhibited mixed regulation (Pearson chi-squared *P* < 3 × 10^–24^; Fig. 6h). This indicated that strain-specific LPS responsiveness primarily results from local motif mutations in binding sites for signal-dependent transcription factors.

## Discussion

We characterized the impact of natural genetic variation on gene expression and transcriptional regulatory elements in Kupffer cells derived from three widely used inbred strains of mice that exhibit different sensitivities to diet-induced liver disease. The degree of interstrain variation was comparable to that between a given human individual and the human reference genome^44^, suggesting that the magnitude of gene expression effects observed herein will be comparable to common genetic variation effects in human Kupffer cells. Our finding that strain-specific gene expression differences in Kupffer cell gene expression are distinct from those in primary cultured macrophages reinforces that interpreting common genetic variants associated with traits and disease risk requires characterizing cell-specific regulatory landscapes, even for related cell types^45–47^.

By acquiring and analyzing transcriptomic data for hepatocytes, stellate cells and endothelial cells in each strain and considering candidate hormonal signaling molecules, we inferred ligand–receptor pairs predicted to contribute to strain-specific differences in Kupffer cells. Among these, we validated the prediction of enhanced leptin signaling in livers of BALB/cJ mice using the preferential expression of *Lepr* in BALB/cJ Kupffer cells. Further investigating the physiologic significance of leptin signaling in Kupffer cells is of interest given that Kupffer cells facilitate the acute effects of leptin on hepatic lipid metabolism^31^. Intriguingly, *Lepr* is one of the few genes that do not become expressed in monocyte-derived cells engrafting the liver following loss of embryonic Kupffer cells, raising questions of whether its expression requires embryonic origin and whether its function in Kupffer cells is limited to early life before hematopoietic stem cell-derived Kupffer cell replacement.

NSG transplant and F1 hybrid models provided evidence that most strain-specific differences in gene expression, open chromatin and histone H3K27ac resulted from *trans* effects of genetic variation, agreeing with previous work showing that *trans* effects mediate 70% of the heritability of gene expression^4,5^ (Extended Data Fig. 9). By performing cell-type-specific analysis, we further demonstrated that >50% of *trans* effects were mediated by extracellular factors. A major objective was to investigate whether strain-specific differences in enhancers could be used to infer mechanisms underlying *trans* effects of genetic variation. From analyzing ATAC-seq and H3K27ac ChIP–seq peaks exhibiting criteria for *trans* regulation in F1 hybrid mice, we detected clear biases for AP-1 and MAF family activation in BALB/cJ Kupffer cells and IRF, NF-κB and LXR activity in C57BL/6J Kupffer cells. Apart from increased expression of MAF in BALB/cJ Kupffer cells and LXRα in C57BL/6J Kupffer cells, these differential motif enrichments cannot be explained by differences in mRNA levels for the corresponding factors. Therefore, the strain-specific differences in *trans*-regulated enhancer landscapes are most consistent with differences in extracellular environmental signals and intracellular signaling pathway activity. Although the genomic markers selected distinguish open and active chromatin, further insight into strain-specific genetic regulation could be gained with markers of poised or primed chromatin, such as H3K4me1 or H3K4me2.

Although we found a dominant role of *trans* regulation in determining basal states of strain-specific gene expression and transcriptional regulatory elements, it was possible to exploit *cis* effects to establish the functional significance of motifs required for enhancer selection and function, as previously documented in BMDMs^2^. Furthermore, we found that *cis* regulation predominated in the strain-specific responses to LPS. By segregating strain-specific responses according to the effects of genetic variation on relative activity under basal conditions, we identified qualitatively different patterns of motif mutations associated with each category. Mutations disrupting binding sites for transcription factors mediating transcriptional responses to LPS were significantly associated with impaired activation, as expected, whereas mutations improving suboptimal binding sites for Kupffer cell lineage-determining factors resulted in high constitutive basal activity and a reduced dynamic range in response to LPS. This latter observation, similar to recent findings in IL-4-treated BMDMs^9^, suggests the importance of suboptimized binding sites for lineage-determining factors in conferring low levels of basal activity but enabling selection of primed enhancers receptive to binding and activation by signal-dependent transcription factors.

A key future objective is investigating whether the observed effects of natural genetic variation on Kupffer cell gene expression are linked to liver disease mechanisms. Overall, our findings suggest that interactions of multiple genes and cell types quantitatively contribute to phenotypic differences, corresponding with implications of most genome-wide association studies. However, our findings also indicated that strain-specific pathways correlate with sensitivity or resistance to the NASH phenotype. Notable candidate pathways identified here include signaling through the leptin receptor, which has anti-inflammatory roles in Kupffer cells and is expressed highest by Kupffer cells from NASH-resistant BALB/cJ mice. Additionally, Kupffer cells from the NASH-sensitive C57BL/6J strain had increased *trans*-acting chromatin activity at elements predicted to bind NF-κB, a transcription factor strongly linked to macrophage-mediated pathogenesis in many chronic inflammatory diseases.

Systematically analyzing the transcriptomes and regulatory landscapes of Kupffer cells in A/J, BALB/cJ and C57BL/6J mice, NSG chimeras and F1 hybrid mice revealed dominant *trans* effects of natural genetic variation under homeostatic conditions and dominant *cis* effects on the response to LPS. The resulting transcriptomic and genomic datasets are valuable resources for further understanding the mechanisms by which genetic variation affects tissue-resident macrophage phenotypes and susceptibility to diseases in which macrophages play pathogenic or protective roles.

## Methods

### Mice

A/J, BALB/cJ, C57BL/6J and CB6F1/J strains of *Mus musculus* used in this study were sourced directly from Jackson Laboratories, with the exception of C57BL/6 (lab-maintained) background mice used in NASH experiments. Immunodeficient NOD *scid* *Il2rg*^null^ mice were obtained from the University of California San Diego Moore’s Cancer Center. Mice were housed in individually ventilated cages under standard conditions at 22 °C with 40 ± 5% relative humidity and a 12-h light/12-h dark cycle. Water and a standard laboratory diet were available ad libitum, unless indicated otherwise. All male animals were used in these studies given the sex-specific response of laboratory mice to NASH-inducing diets^53^. Eight- to 12-week-old mice were used for all experiments. All animal maintenance protocols and procedures performed were approved by the University of California San Diego Animal Care and Use Committee in accordance with an approved animal study protocol meeting AALAC standards.

### Bone marrow chimeras

NSG mice were conditioned with the myeloablative agent busulfan at 25 mg per kg (body weight) for 2 consecutive days, as previously described^54^. On the third day, mice were engrafted via retro-orbital injection (BALB/cJ and C57BL/6J mice) or tail vein injection (CB6F1/J mice) with magnetically enriched, lineage-negative hematopoietic stem cells (Miltenyi) from BALB/cJ, C57BL/6J or CB6F1/J hybrid donors. Engraftment efficiency was monitored in peripheral blood after 4 and 8 weeks. Livers from chimeric recipients were collected 4 months after transplant, and graft-derived Kupffer cells were purified by fluorescence-activated cell sorting (FACS). In BALB/cJ chimeras, viable graft-derived Kupffer cells were distinguished by major histocompatibility complex haplotype as CD146^–^, F4/80^+^, Cd11b^+^, H2-D^b–^ (KH95) and H2-D^d+^ (34-2-12). In C57BL/6J chimeras, graft-derived cells were distinguished as H2-K^d–^ (SF1-1.1) and H2-K^b+^ (AF6-88.5). Kupffer cells from each group (*n* = 3) were used downstream for RNA-seq.

### NASH model diets

Mice were fed for up to 30 weeks with a NASH model diet (Research Diets, D09100301) composed of 40 kcal% from fat, 20 kcal% from fructose and 2% cholesterol by mass, or a custom defined control diet (Research Diet, D15100601) composed of 10 kcal% from fat with 50 g of inulin (a dietary fiber) per 4,057 kcal.

### Histology and pathologic scoring

Samples from NASH and control mouse livers were incubated at 37 °C in 1% paraformaldehyde for 24 h, paraffin embedded and sectioned by the University of California San Diego Histology Core. Sections were stained with hematoxylin and eosin or picrosirius red to evaluate for steatosis and fibrosis, respectively. Samples were scored by a board-certified pathologist blinded to the sample group using the NASH Clinical Research Network (CRN) scoring and fibrosis scoring systems^55^.

### In vivo response to leptin

Leptin stocks were prepared in Tris-HCl (pH 8.0) buffer and diluted to 0.333 mg ml^–1^ in PBS for intraperitoneal injection at 1 mg per kg (body weight) into overnight fasted mice (18:00 to 06:00 h). At the indicated times, mice were humanely killed by CO_2_, and liver tissues were removed, minced and homogenized in lysis buffer (50 mM HEPES-KOH (pH 7.9), 150 mM NaCl, 1.5 mM MgCl_2_, 1% NP-40, 1 mM phenylmethylsulfonyl fluoride (Sigma-Aldrich), protease inhibitor cocktail (Sigma-Aldrich) and PhosSTOP (Roche)). Lysates were sonicated by ultrasound homogenizer (Bioruptor, Diagenode) for 10 min at 4 °C and centrifuged for 10 min at ~20,000*g* at 4 °C. The supernatant was used as tissue homogenate for immunoblotting. After a protein assay (Bio-Rad Laboratories), the homogenate was boiled at 95 °C for 5 min in NuPAGE LDS Sample Buffer (Thermo Fisher Scientific) with NuPAGE Sample Reducing Agent (Thermo Fisher Scientific), subjected to SDS–PAGE and transferred to immobilon-P transfer membranes (Merck Millipore). Immunodetection was performed with anti-phospho-STAT3 (Tyr 705; Cell Signaling Technology, 9145; 1:2,000) or anti-STAT3 (Cell Signaling Technology, 9139; 1:2,000), bound antibodies were visualized with peroxidase-conjugated affinity-purified donkey anti-mouse or anti-rabbit IgG (Dako) using Luminate Forte Western HRP Substrate (Merck Millipore), and luminescence images were analyzed with a ChemiDoc XRS+ System (Bio-Rad Laboratories).

### In vivo response to LPS

Littermate male mice were fasted overnight and randomized to treatment with an intraperitoneal injection of 0.1 mg per kg (body weight) *Escherichia coli* O114:B4 LPS (Sigma) or no injection. After 2 h, mice were killed by CO_2_ exposure, and transcription was halted by hepatic perfusion with flavopiridol (1 mM). Liver tissue was digested in situ with Liberase in the presence of flavopiridol, and immunolabeled Kupffer cells were purified by FACS^12,32^.

### Hepatocyte preparation

Hepatocytes were prepared by perfusion digestion in a retrograde fashion through the inferior vena cava to the portal vein. In brief, livers were blanched with clearing buffer (HBSS + 10 mM HEPES) and digested with a collagenase solution (HBSS supplemented with 0.3 mg ml^–1^ collagenase D, 10 mM HEPES and one protease inhibitor cocktail complete-EDTA free tablet per 50 ml) at 39 °C. Livers were perfused for 18 min at 5 ml min^–1^. The perfusion and digestion steps were performed in the presence of 1 mM flavopiridol to offset transcriptional changes associated with digestion. After digestion, individual livers were gently dissociated using forceps in 20 ml of Medium 199 supplemented with 5% fetal bovine serum (FBS) and penicillin/streptomycin/gentamycin. Crude hepatocyte preps were carefully strained through a 100-μm strainer into a 50-ml tube. An equal volume of isotonic Percoll (90% Percoll and 10% 10× HBSS) was added, followed by gentle mixing and centrifugation at 100*g* for 7 min at 4 °C. The supernatant was discarded, and the cells were gently resuspended with 50 ml of Medium 199 and centrifuged at 100*g* for 2 min at 4 °C. Hepatocytes were gently resuspended in Medium 199 and counted.

### Hepatic non-parenchymal cell preparation

Non-parenchymal cells from digested livers were prepared as previously described^12,32,56^. In brief, livers were retrograde perfused for 3 min at a rate of 5–7 ml min^–1^ through the inferior vena cava with HBSS without Ca^2+^ or Mg^2+^ supplemented with 0.5 mM EGTA, 0.5 mM EDTA and 20 mM HEPES. Perfusions were then switched to 40 ml of a digestion buffer (held at 37 °C) comprised of HBSS with Ca^2+^ and Mg^2+^ supplemented with 0.033 mg ml^–1^ Liberase (Roche), 20 mg ml^–1^ DNase I (Worthington) and 20 mM HEPES. Livers were then excised, minced and digested for an additional 20 min in vitro at 37 °C with gentle rotation in 20 ml of fresh digestion buffer. The perfusion and digestion steps were performed in the presence of 1 mM flavopiridol to offset transcriptional changes associated with digestion. After tissue digestion, cells were passed through a 70-μm cell strainer, and hepatocytes were removed by two low-speed centrifugation steps at 50*g* for 2 min. Non-parenchymal cells in the supernatant were further separated from debris by pelleting for 15 min at 600*g* in 50 ml of 20% isotonic Percoll (Sigma-Aldrich) at 37 °C. Cells were then washed from Percoll-containing buffer, suspended in 10 ml of 28% OptiPrep (Sigma-Aldrich) and carefully underlaid under 3 ml of wash buffer. The resulting gradient was centrifuged at 1,400*g* for 25 min at 4 °C with no break, and cells enriched at the interface were saved and subjected to isotonic erythrocyte lysis. Cells were washed after erythrocyte lysis and immediately purified by cell sorting.

### Cell sorting and flow cytometry

Hepatic non-parenchymal cells were labeled with fluorescent antibodies, and desired cell populations were purified using a Beckman Coulter Mo-Flo Astrios EQ configured with spatially separated 355-, 405-, 488-, 561- and 642-nm lasers. Kupffer cells were defined as 355:494/20^lo^, SSC^lo^, CD146^neg^, CD45^pos^, F4/80^hi^, CD11b^Intermediate^, live and singlets. LSECs were defined as 355:494/20^lo^, SSC^lo^, CD45^neg^, CD146^pos^, live and singlets. Hepatic stellate cells were defined as 355:494/20^hi^, SSC^Intermediate^, live and singlets.

### BMDMs

Femur, tibia and iliac bones from male mice of 8–12 weeks of age (*n* = 2 per group) were flushed with DPBS, and red blood cells were lysed using red blood cell lysis buffer (Sigma-Aldrich). Bone marrow cells were seeded in 10-cm non-tissue culture plates in RPMB with 10% FBS, 30% L929 cell-conditioned laboratory-made medium (as a source of macrophage colony-stimulating factor (M-CSF)), 100 U ml^–1^ penicillin–streptomycin (Thermo Fisher Scientific) and 16.7 ng ml^–1^ M-CSF (BioLegend). After 2–3 d of differentiation, cells were fed with 16.7 ng ml^–1^ M-CSF. After an additional 2 d of culture, non-adherent cells were washed off with 37 °C PBS, and adherent macrophages were obtained by scraping. Cells were counted, density adjusted with RPMI supplemented with 10% FBS and 100 U ml^–1^ penicillin–streptomycin, seeded into multiwell plates and rested at 37 °C overnight. The following day, macrophages were treated with 100 ng ml^–1^ Kdo_2_-lipid A (Avanti lipids), a highly purified *E. coli* LPS^57^.

### Next-generation sequencing libraries

#### ATAC-seq

Transposase reactions and sequencing libraries were generated as described previously^12,22,56^ using 25,000 to 50,000 FACS-purified Kupffer cells. Tagmented DNA was cleaned using Zymo ChIP Clean & Concentrate columns and PCR amplified for 14 cycles using barcoding primers. Libraries were size selected to 175–225 bp using gel excision and purified as described in Texari et al.^58^. For F1 samples, dual-indexed libraries were pooled for a targeted depth of 100 million reads per sample.

#### ChIP–seq

ChIP–seq libraries were generated as previously described^58^ with modifications to lysis, immunoprecipitation buffer and washing buffer as described in refs. ^32,59^. In brief, FACS-purified cells were fixed with 1% paraformaldehyde for 10 min at 37 °C. Next, 2.625 M glycine was added to 125 mM to quench fixation, and cells were collected by centrifugation with the addition of 0.01% Tween 20 at 1,200*g* for 10 min at 4 °C. Cells were washed once with 0.01% Tween 20 in PBS and collected by centrifugation at 1,200*g* for 10 min at 4 °C. Cell pellets were then snap-frozen and stored at −80 °C. For ChIP reactions, cell pellets were thawed on ice and lysed in 80 ml of LB3 (10 mM Tris-HCl (pH 7.5), 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.1% deoxycholate, 0.5% sarkosyl, 1× protease inhibitor cocktail and 1 mM sodium butyrate). Lysate was sonicated using a Covaris for 12 cycles with the following settings: time, 60 s; duty, 5.0; PIP, 140; cycles, 200; amplitude, 0.0; velocity, 0.0; dwell, 0.0. Samples were collected, and 10% Triton X-100 was added to a final concentration of 1%. One percent of the sonicated lysate was saved as ChIP input. For each ChIP, aliquots of ~500,000 cells were added to 20 µl of Dynabeads Protein A with 2 µg of anti-H3K27ac (Active Motif) and incubated with slow rotation at 4 °C overnight. The following day, beads were collected using a magnet and washed three times each with wash buffer I (20 mM Tris-HCl (pH 7.5), 150 mM NaCl, 1% Triton X-100, 0.1% SDS, 2 mM EDTA and 1× protease inhibitor cocktail) and wash buffer III (10 mM Tris-HCl (pH 7.5), 250 mM LiCl, 1% Triton X-100, 0.7% deoxycholate, 1 mM EDTA and 1× protease inhibitor cocktail). Beads were then washed twice with ice-cold 10 mM Tris-HCl (pH 7.5), 1 mM EDTA and 0.2% Tween 20. Sequencing libraries were prepared for ChIP products while bound to Dynabeads Protein A^58^. For F1 samples, dual-indexed libraries were pooled for a targeted depth of 100 million reads per sample.

#### RNA-seq

Poly(A) RNA-seq libraries were generated using 50,00 to 100,000 FACS-purified cells stored in lysis/Oligo d(T) Magnetic Beads binding buffer and stored at −80 °C or 500 ng of purified RNA using the Zymo Research Direct-zol RNA microprep kit^60,61^. In brief, mRNAs were enriched by incubation with Oligo d(T) Magnetic Beads (New England Biolabs, S1419S) and fragmented/eluted by incubation at 94 °C for 9 min. Poly(A)-enriched mRNA was fragmented in 2× Superscript III first-strand buffer with 10 mM DTT (Invitrogen) by incubation at 94 °C for 9 min and immediately chilled on ice before the next step. The 10 µl of fragmented mRNA, 0.5 µl of random primer (Invitrogen), 0.5 µl of Oligo(dT) primer (Invitrogen), 0.5 µl of SUPERase-In (Ambion), 1 µl of dNTPs (10 mM) and 1 µl of DTT (10 mM) were heated at 50 °C for 3 min. At the end of incubation, 5.8 µl of water, 1 µl of DTT (100 mM), 0.1 µl of actinomycin D (2 mg ml^–1^), 0.2 µl of 1% Tween 20 (Sigma) and 0.2 µl of Superscript III (Invitrogen) were added and incubated in a PCR machine using the following conditions: 25 °C for 10 min, 50 °C for 50 min and a hold at 4 °C. The product was then purified with RNAClean XP beads according to manufacturer’s instructions and eluted with 10 µl of nuclease-free water. The RNA/cDNA double-stranded hybrid was then added to 1.5 µl of Blue Buffer (Enzymatics), 1.1 µl of dUTP mix (10 mM dATP, dCTP and dGTP and 20 mM dUTP), 0.2 µl of RNase H (5 U ml^–1^), 1.05 µl of water, 1 µl of DNA polymerase I (Enzymatics) and 0.15 µl of 1% Tween 20. The mixture was incubated at 16 °C for 1 h. The resulting dUTP-marked double-stranded DNA (dsDNA) was purified using 28 µl of Sera-Mag Speedbeads (Thermo Fisher Scientific) diluted with 20% PEG8000 and 2.5 M NaCl to a final concentration of 13% PEG, eluted with 40 µl of EB buffer (10 mM Tris-Cl, pH 8.5) and frozen at −80 °C. The purified dsDNA (40 µl) underwent end repair by blunting, A-tailing and adaptor ligation, as previously described^25^, using indexed barcoding adapters. Libraries were PCR amplified for 9–14 cycles, size selected by gel extraction, quantified using a Qubit dsDNA HS Assay kit (Thermo Fisher Scientific) and sequenced on a HiSeq 4000, NextSeq 500 or NOVA-seq (Illumina) according to the manufacturer’s instructions. For F1 samples, dual-indexed libraries were pooled for a targeted depth of 100 million reads per sample.

## Quantification and statistical analyses

### Sequencing data analysis

Data collection and analysis were not performed blind to the conditions of the experiments.

#### Preprocessing and mapping

Sequencing data were assessed for quality using fastqc and unsupervised principal component analysis. ATAC-seq and ChIP–seq data were mapped using Bowtie2, and RNA-seq data were mapped using STAR^48,49^. ATAC-seq data were trimmed to 30 bp to remove sequencing adapters, which improved mapping efficiency. Strain-specific pseudogenomes for BALB/cJ and A/J cells were generated by replacing invariant positions of mm10 sequence with alleles reported in the Mouse Genome Project strain-specific VCF files. Importantly, this strategy allows for mapping of SNPs and indels but does not consider larger structural variants present in BALB/cJ and A/J mice. While these structural variants may contain regulatory elements, the number of structural variants is two orders of magnitude less than the number of SNPs and indels captured by the pseudogenome alignment strategy^19^. mm10 was used as the C57BL/6J strain-specific genome. Samples from parental strains of mice were mapped to the strain-specific genome. Mapped reads were shifted to the chromosome coordinates of the mm10 genome build using MARGE.pl shift with -ind set to balbcj or aj for reads mapped to the BALB/cJ or A/J genome, respectively^33^.

For samples from CB6F1/J samples, reads were mapped to the mm10 and BALB/cJ genome builds. The BALB/cJ mapped reads were then shifted to the mm10 build with MMARGE, as described above. Perfectly mapped reads spanning genetic mutations between BALB/cJ and mm10 were identified using the MMARGE.pl allele_specific_reads command with -ind set to BALB/cJ and a second time with -ind set to mm10, resulting in two SAM files for each biological sample: one SAM file containing reads perfectly mapped to the mm10 genome that spanned known DNA sequence differences relative to the BALB/cJ genome and a second SAM file containing reads perfectly mapped to the BALB/cJ genome that spanned known DNA sequence differences relative to the reference mm10 genome.

#### ATAC-seq analyses

Strain-specific ATAC-seq SAM files were used to generate HOMER tag directories, and allelic (irreproducible discovery rate) IDR peaks were identified using each biological replicate. ATAC-seq tags were quantified for differential peak analysis by annotating merged IDR peaks with ATAC-seq tag directories using the HOMER command ‘annotatePeaks.pl’ with parameters -size 1000 -raw^25^. ATAC tag counts were quantified for visualization in heat maps using ‘annotatePeaks.pl’ with the following parameters: -size 1000 -norm 1e7 (ref. ^25^). Alterations in allelic signals from pooled IDR peaks were detected using DeSeq2 and required the following thresholds: minimum normalized average tag depth > 16, absolute log_2_ (fold change) > 1 and adjusted *P* < 0.05. Data quality metrics for ATAC-seq libraries are provided in Supplemental Table 4, and DESeq2 results for ATAC-seq experiments included in this study are provided in Supplemental Table 5.

#### ChIP–seq analyses

In F0 mice, H3K27ac ChIP–seq tags were quantified for differential peak analysis by annotating merged ATAC-seq peaks with ChIP–seq tag directories using the HOMER command ‘annotatePeaks.pl’ with parameters -size 1000 -raw^25^. H3K27ac tag counts were quantified for visualization in heat maps using ‘annotatePeaks.pl’ with the following parameters: -size 1000 -norm 1e7 (ref. ^25^). In F1 mice, strain-specific SAM files were used to generate strain-specific H3K27ac tag directories that only contained perfectly aligned reads spanning a mutation between the intercrossed strains. H3K27ac reads spanning mutations were aggregated over IDR peaks using a 1,000-bp window centered on the IDR peak. Alterations in allelic tag counts from pooled peaks were detected using DESeq2 with the following thresholds: normalized average tag depth > 16, absolute log_2_ (fold change) > 1 and adjusted *P* < 0.05. Data quality metrics for H3K27ac ChIP–seq libraries are provided in Supplemental Table 4, and DESeq2 results for H3K27ac ChIP–seq experiments included in this study are provided in Supplemental Table 5.

#### RNA-seq analyses

Gene expression data were quantified using the HOMER command analyzeRepeats. Raw count data were aggregated using the following parameters: rna mm10 -condenseGenes -count exons -noadj. TPM count data were aggregated using the following parameters: rna mm10 -count exons -tpm^25^. TPM values were matched to the isoforms with the highest raw count values. Only genes with an average expression level of >8 TPM were considered for differential gene analysis. Differentially expressed genes were identified using DESeq2 with betaPrior set to TRUE^50^. DESeq2 results for RNA-seq experiments included in this study are provided in Supplemental Table 5. The *trans* gene ontology analysis was performed using HOMER findGO.pl^25^. All other gene ontology enrichment analyses were performed using Metascape^21^.

#### Motif enrichment analysis

Enrichment of known transcription factor binding motifs in ATAC-seq peaks was performed using HOMER. DNA sequences associated with peaks containing no detectable difference in LPS responsiveness in both BALB/cJ and C57BL/6J cells were used as the background for enrichment analysis of IDR ATAC-seq peaks from F0 Kupffer cells. A randomly generated GC-matched background was used for enrichment analysis of allele-specific IDR ATAC-seq peaks from F1 Kupffer cells. Motifs were selected for visualization if the probability of enrichment over background had a *q* value of <0.05 in only one strain or allele. Known motif enrichment analysis results for experiments included in this study are provided in Supplemental Table 6.

#### MAGGIE analysis

MAGGIE analysis was performed with modifications to allow analysis of three pairwise comparisons^23^. For each strain, positive sequences (either associated with increased ATAC-seq signal or increased H3K27ac ChIP–seq signal) were extracted, in addition to the corresponding negative sequence from the comparator strain. Positive and negative sequences from all six possible foreground and background strains were concatenated, maximal motif scores were calculated for each motif available in the JASPAR database^24^, and the net difference in max motif score between positive and negative sequences was calculated. Following calculation of net difference in max motif score for all sequences, a non-parametric Wilcoxon signed-rank two-sided test was used to assign significance to putative motifs by comparing the distribution of motif score differences to a null distribution centered on zero.

#### NicheNet

NicheNet is a computational model built on publicly accessible cellular network data (KEGG, PathwayCommons and ENCODE) that scores the ability of extracellular ligands to induce expression of target genes using network propagation^28^. To assess putative strain-specific ligand activity, we first filtered the NicheNet ligand–target matrix to only consider ligands in which the following criteria were true:

1. The ligand was expressed by a cell of the hepatic niche within that strain at >10 TPM.
2. The receptor was expressed by Kupffer cells from that strain at >10 TPM.

We also included selected metabolic ligands for which expression data were not available. We did not require that ligands or their receptors be differentially expressed by sender or receiver cells. Target genes were selected to be any gene that had significantly higher expression in a pairwise comparison of that strain (‘union’ gene set, adjusted *P* < 0.05, log (fold change) > 2 and TPM > 10 expression in Kupffer cells). As background, we considered all genes that were expressed at TPM > 10 in Kupffer cells. The NicheNet ligand activity score was then computed as the Pearson correlation coefficient between the ligand–target score and the binary vector, indicating whether a target gene was differentially expressed. For heat maps, select top-scoring ligands from each strain were aggregated and displayed with ligand *z* scores. Ligand–receptor interaction scores were displayed for ligand–receptor pairs, with a receptor expressed by Kupffer cells in at least one strain. For the Circos plot analysis, ligand–target interaction scores were displayed as arrow thicknesses linking a ligand to its target gene.

### Statistical analysis

Data collection and analysis were not performed blind to the conditions of the experiments. No data were excluded from the analyses. No statistical methods were used to predetermine sample sizes, but our sample sizes are similar to those reported in previous publications^12,32^. Fastqc, unsupervised clustering and mean variance analysis were used to verify data quality before further analysis. Genome-wide signals for RNA-seq, ATAC-seq and ChIP–seq were evaluated for differential levels using DESeq2 (ref. ^50^). The raw *P* values from DESeq2 for a given peak or gene were corrected for multiple testing using the Benjamini–Hochberg procedure. In some cases, an ANOVA was used to assess expression differences of a priori defined candidate genes between many groups. Association of *cis*/*trans* with low, equal and high basal regulation was performed with a Pearson chi-squared test (Python scipy.stats.contingency.chi2_contingency). The effect of strain on NASH CRN and fibrosis score was assessed with a Kruskal–Wallis test (R; Kruskal.test). The effect of NASH or control diets on mass between strains across time was assessed with a linear mixed model fit by maximum likelihood. The hierarchical relationship of repeated measures on individual mice over time was controlled using a random effect term in the model (R; lme4::lmer(Mass ~ 1 + Week * Diet * Genotype + (1 + Week | Mouse), data = df1, REML = F). The significance of main effects or their interactions was assessed using a type III ANOVA with Satterthwaite’s method (R; anova(fittedModel)). Within-strain interactions of Week*Diet were assessed by subsetting data on strain and running a reduced linear mixed model (R; lmer(Mass ~ 1 + Week * Diet + (1 + Week | Mouse), data = strain_subset, REML = F).

#### Data visualization

Data were visualized using the University of California Santa Cruz genome browser^51^ and custom R and Python scripts. UpSet plots were generated using the UpSetPlot Python package^52^.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41590-023-01631-w.

### Supplementary information

Reporting Summary

Peer Review File

Supplementary Table 1 Lists of genes per cluster from Extended Data Fig. 2a,c,e.

Supplementary Table 2 MAGGIE motif mutation analysis using concatenated pairwise comparisons of A/J, BALB/cJ and C57BL/6J Kupffer cell differential ATAC-seq and H3K27ac ChIP–seq peaks.

Supplementary Table 3 Sample sizes for A/J, BALB/cJ and C57BL/6J cohorts on a control diet and NASH-inducing AMLN diet over time.

Supplementary Table 4 Epigenetic data sample quality for ATAC-seq and H3K27ac ChIP–seq data. The first two columns contain library statistics (total reads and clonality) as determined by HOMER makeTagDirectory.pl. The final five columns contain peak calling statistics. Immunoprecipitation efficiency (ip_eff) was calculated as the percentage of reads in peaks out of all reads and is equivalent to fractional reads in peaks.

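The quality of the H3K27ac libraries can be set beside the counts in windows. By the paper's Supplementary Table 4, replicate 2 of A/J, BALB/cJ and C57BL/6J had an immunoprecipitation efficiency of 30.6%, 36.4% and 26.3%, and the other 6 libraries of the strains 37.3% to 45.1%. Clonality in the same table is 0.187, 0.124 and 0.186 for replicate 2 and 1.08 to 1.54 for the other 6 libraries of the strains. For F1 animals 1 to 3 it is 1.47, 1.59 and 0.81. A mean number of tags per position cannot lie under 1, so the scale of the values under 1 is not clear. Replicates 1 and 3 of a strain had a Pearson r across windows of 0.953, 0.950 and 0.957 in A/J, BALB/cJ and C57BL/6J, whereas replicates 1 and 2 had 0.887, 0.906 and 0.887. For the F1 hybrids the paper gives an efficiency of 26.8%, 47.3% and 44.7% for animals 1 to 3, with 31668000 to 44050157 reads.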

Supplementary Table 5 DESeq2 output results for RNA-seq differential expression analysis, ATAC-seq differential accessibility analysis and H3K27ac ChIP–seq differential acetylation analysis.

Supplementary Table 6 HOMER known motif enrichment analysis results for key peak sets.

### Source data

Source Data Fig. 3 Unprocessed immunoblot images for Fig. 3e.

## Data Availability

All data required to evaluate the conclusions in the paper are present in the paper. The datasets generated during and/or analyzed during the current study are available in the Gene Expression Omnibus repository (accession number GSE216164). Processed data can be found on Zenodo (https://zenodo.org/record/7829622). Additional data related to this paper may be requested from the corresponding authors T.D.T. or C.K.G. Source data are provided with this paper.

How the deposited data were processed for this re-analysis (not part of the article)

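H3K27ac ChIP–seq of Kupffer cells from male mice was analysed in 9 libraries of A/J, BALB/cJ and C57BL/6J (3 per strain), together with 7 ChIP input libraries of these strains, and in 3 libraries of CB6F1/J hybrids, for which each allele is a separate column of counts. The ChIP inputs of the F1 hybrids were not used here, and neither were ATAC-seq, RNA-seq or the treatment with LPS.

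According to the authors' methods, the counts of replicates 1 and 3 of each strain are raw tags, mapped with Bowtie2 to the strain's own genome, shifted to mm10 with MMARGE and counted by HOMER in windows of 1000 bp around merged ATAC-seq peaks, without normalization. As deposited, replicate 2 of each strain, the ChIP inputs and the F1 columns hold expected counts in steps of 0.5, which the authors made with the same mapping and HOMER tag directories, and how the fractions arose is not stated. In replicate 2, 34.4%, 38.8% and 37.8% of the windows of A/J, BALB/cJ and C57BL/6J hold a count that is not whole, against 0 in replicates 1 and 3. The F1 counts were made by the authors from reads that map perfectly to mm10 or to the BALB/cJ genome and span a variant. The versions of Bowtie2, HOMER, MMARGE and DESeq2 used for the paper are not stated. All values were rounded to whole counts before each fit.

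Regions of the F1 with their midpoint inside a window of the parental strains were summed into it, which joined 107291 of 217456 regions. Of the 96381 windows, 95292 had at least 1 such region. Windows with a mean TMM-normalized count over 16 were kept, and normalized counts are counts divided by the effective library size and multiplied by the mean effective library size. Effective sizes ranged from 2454651 to 11561221 in the parental libraries. The 9 parental libraries were fitted together with edgeR quasi-likelihood tests (robust), and the 3 strain pairs were contrasts of that fit. The alleles of the F1 were fitted apart, on autosomes. Adjusted p-values are Benjamini-Hochberg over all windows tested in a comparison, and windows past the test have an adjusted p under 0.05 and an absolute log2 fold change over 1. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. The difference between the strain and the allele contrast was tested as an interaction in 1 fit of all libraries and columns. A window called between strains and between alleles in the same direction was classed as *cis*, one called between strains alone as *trans* and one called between alleles alone as mixed. Folds against a strain or allele without any count are lower bounds against a floor of 3 counts over the group, and no fold is given for 1 to 3 counts. The biological coefficient of variation was 0.214 between strain replicates and 0.282 between F1 columns, or 0.224 with the animal as a block, and the median allelic count of a tested F1 window over 6 columns was 202.5.

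Replicate numbers were checked as possible pairs. After removal of strain means, the correlation between libraries of the same number was 0.241 to 0.428 in the 9 pairs, and all 9 libraries correlated best with their own number in both other strains. A block for the replicate number was therefore run as an alternative, and its result is given where it moved a count by more than 1.5 times and for some of the calls it changed. Among the 140, 141 and 161 windows named by the rule in the 3 strain comparisons it added 7, 10 and 6 calls and ended 0, 1 and 1. Principal component 1 of the parental counts held 37.1% of the variance and parted C57BL/6J (85.5 to 128) from the other strains (-63.0 to -42.0), and components 2 and 3 held 21.3% and 15.5%.

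Gene lists were written before the data were examined, as were the comparisons, the rule for naming windows and the alternatives except 3 that are named as added. The lists cover MHC class II and MHC class I antigen presentation, Toll-like receptor and NF-κB signaling, the interferon response, LXR targets and sterol synthesis, Kupffer cell identity, AP-1 and ATF factors, MAF, MITF/TFE and lysosome genes, chemotaxis and wound healing, leptin and STAT3 signaling, lipid handling, markers of sinusoidal endothelial cells, hepatocytes, stellate cells, monocytes and neutrophils, B cells, T and NK cells and dendritic cells, imprinted genes active from the paternal or the maternal allele, housekeeping genes and the genes named by the paper. The rule names every gene that the paper names, with its window of lowest p and the window nearest the transcription start site. It also names the 5 windows with the largest change in each direction of each comparison and class, among called windows whose replicates do not overlap between groups and whose mean count in the higher group is at least 100 (50 between alleles), with 1 window per gene and without symbols that start with Gm or end with Rik. Of each list it names the 2 to 4 members with the lowest adjusted p. Values in the paper's figures were seen before the rule was written, and further windows of the genes named by the paper and a few list members were chosen after their values were seen. Each list was tested with limma's camera at a preset correlation of 0.01, adjusted over 81 tests of 22 lists, and again with an estimated correlation. Consensus matches of 14 factors were counted in the central 200 bp of the mm10 sequence of 96238 windows and compared with GC-matched windows by Fisher's exact test.

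The procedure was tested on simulated data with known changes. At a log2 fold change of 2, 97.0% of changed windows were called between strains, 86.6% between alleles and 85.1% by the interaction, and at 1.5 the shares were 79.1%, 59.7% and 59.7%. Alternatives covered DESeq2, normalization without TMM, other filters, the replicate block, a test against the fold threshold, non-overlapping windows, other class rules and leaving out each library in turn. R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and data.table 1.17.8 was used, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Windows of chromosome 18 and of some list members are counted in all totals but are not reported here.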

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

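The tests of reads on the wrong allele and of ChIP input at windows with almost no counts, and the slope on replicate 2, were chosen after the results were seen, and the share of the expected input above which absent DNA is excluded was lowered from 50% to 10% after the values were known, since absent DNA would lower the input as far as H3K27ac.

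The difference between BALB/cJ and C57BL/6J was not the same in the strains and between the alleles of the F1 at 108 windows of 5232, which draws attention as a difference between groups (594 windows at an unadjusted p under 0.05). *Parp2*, *Cldn14*, *H2-Aa* and *Cxcr4* are among the 39 of them that are *trans*, and *H2-L*, *H2-K1* and *Adamtsl4* among the 42 that are mixed, while 14 are *cis* and 13 in no class. The difference was larger toward BALB/cJ in the strains at 65 windows and toward C57BL/6J at 43, and at 53 windows the signs were opposite. Regardless of sign, the log2 fold change was larger between the strains than between the alleles at 48 of the 108 windows. With replicate and animal as blocks the count was 163, and without BALB/cJ replicate 3 or C57BL/6J replicate 1 it was 66 and 68. Only the allelic counts require reads that map perfectly and span a variant. Whether reads lost that way account for some of the 108 windows was not tested.

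The X chromosome of the F1, which the paper does not discuss, gave 565 counts on the C57BL/6J allele in male mice that carry only a BALB/cJ X chromosome (123, 240 and 202 in animals 1 to 3), a signal where 0 would be the level without error. These are sums over windows, some of which overlap and count the same reads again, and with 1 window per run of overlapping windows 481 remained (107, 208 and 166). Windows of *Rbbp7*, with 156 C57BL/6J counts against 162 BALB/cJ counts, and *Sat1*, with 64 against 114, held 32.4% and 13.3% of these 481, and 10 of 140 windows held 80.7%. Of 18 tested X windows, 15 were called toward BALB/cJ (12 of 15 with 1 per run), and *Rbbp7* (log2 fold change 0.11, adjusted p = 0.985), *Sat1* (0.87, adjusted p = 0.225) and *Hmgn5* (1.10, adjusted p = 0.269) were not.

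More windows passed the test between strains alone (406) than between strains and alleles (242). Counts simulated at the F1 depth, with the strain fold of every window kept, missed the allelic call in at most 256 windows of 20 simulations, and in at most 277 with reduced folds, so that depth alone does not account for 406, although it can account for many of them. In windows called on 2 replicates, the allelic log2 fold change was 0.781 of that in the replicate left out (95% interval 0.727 to 0.833 over bootstraps of 5-Mb blocks), which is consistent with a part of the strain difference that acts in *trans*. Reads counted on the wrong allele cannot be told apart from that reading, since shares of reads on the absent allele like those of 15 tested X windows that do not overlap (over 30% at 3 and at most 3.74% at the others) would give a ratio of 0.808 (95% interval 0.645 to 0.954 over bootstraps of X windows) and leave 302 to 445 windows without the allelic call in 20 simulations that resample the X windows, a range that holds 406. Both stay open, and the mice of the F1 also differ from the parents in other ways that were not tested.

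Strain differences in H3K27ac could follow from DNA copy number or mapping, but among called windows a ChIP input ratio of at least 0.5 times the H3K27ac log2 fold change was more frequent in the same than in the opposite direction by at most 4.54 percentage points (3.92, 2.92 and 4.54 in the 3 comparisons), which argues against it as the cause of most calls. For the 129 calls at windows with at most 3 counts in the lower strain, such as those of *Pde4b*, *Nlrp1b*, *Coro2a* and *Trim5*, 47.3% had no input count in the lower strain against 1.55% in the higher one, and at 83 the input was below that of the higher strain at an adjusted p under 0.05. Where such a deficit was seen in a random part of the input reads (34 to 54 windows over 100 splits), the remaining reads came to 4.61% of those expected. The range was 2.79% to 7.82%, and 0.782% to 12.2% with the windows resampled. Such low input is what DNA that is absent or not mapped would give, although the resampled range reaches past 10%. Where input above 10% of that expected was seen instead (14 to 30 windows), the remaining reads came to 70.0% (42.2% to 114%, and at least 26.7% with the windows resampled), which argues against absent DNA there. Where neither was seen they came to 19.4% (12.9% to 31.4%) and 44.4% of windows had any, so that at these windows absence of the DNA and absence of the mark cannot be told apart, since the input counts are too low. Some windows of the 129 calls were called in more than 1 comparison and some overlap, so that the same input reads enter more than once. The ranges given for the input may therefore be too narrow.

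Replicate 2 of each strain correlated less with replicates 1 and 3 than these did with each other. After thinning to the depth of replicate 2, replicates 1 and 3 still correlated better with each other by at least 0.0219, which argues against depth alone. The log2 difference of replicate 2 from the others fell with the signal of replicates 1 and 3 of the other strains, with a slope of -0.0745 or steeper, but with a slope of -0.0163 to -0.0492 on replicate 2 of the other strains. A lower immunoprecipitation efficiency, which the paper's table lists, therefore cannot be told apart from a component that libraries of the same number share. No biological explanation was tested for this pattern.

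Splits of 6 libraries into 3 and 3 number 10, too few for a share under 0.05. The real split called 2192 windows between A/J and BALB/cJ and the highest other 1, and for A/J and C57BL/6J (4282), BALB/cJ and C57BL/6J (5171), the F1 alleles (377) and the interaction (108) the highest other was 0. In each comparison 1 of 10 splits, the real one, reached the real value, and the splits that part as many pairs gave at most 0.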

How the results depend on the processing

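The alternatives nearest F1 region, without input differences and only replicates 1 and 3 were chosen after the data were seen. Of 197 alternative values of the main results, 156 stayed within the spread or within 1.5 times the reported count and 41 moved. For the named windows, 4063 of 4371 values kept direction and side of the threshold, 229 lost the call, 79 gained one and 0 reversed. The replicate block left all other call counts within 1.5 times apart from those given here. The cause was not tested for any of the changes below, except that filters and leaving out libraries change the number of windows or libraries tested.

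A test against the fold threshold gave 595, 1481 and 1686 windows for A/J and BALB/cJ, A/J and C57BL/6J, and BALB/cJ and C57BL/6J. A filter at 32 gave 2737 and 3267 for the latter pairs, 200 F1 windows, 105 *cis*, 121 *trans* and 70 interaction windows. Without a filter there were 702 F1, 490 *cis*, 2756 *trans* and 210 mixed windows. With the animal as a block there were 134 F1 windows, and with blocks in both fits 91 *cis*, 42 mixed and 163 interaction windows. Non-overlapping windows gave 218 F1, 147 *cis*, 231 *trans* and 70 mixed windows, and the interaction rule 39 *trans* and 42 mixed. Active loci numbered 29410 at a threshold of 64. Allele-resolving windows were 47.1% and 19.5% at a minimum of 1 and 50 reads and 45.7% at a filter of 32, against 22.3%, 12.8% and 20.8% of windows with a difference under 1. An estimated correlation left 0 of 81 list tests, with camera, where 11 passed at the preset one, and no GC matching gave 32 consensus tests past the threshold against 11. In promoter windows alone, the shifts of chemotaxis genes between BALB/cJ and C57BL/6J, of housekeeping genes between A/J and BALB/cJ and of monocyte markers between A/J and C57BL/6J ended, at adjusted p = 0.409, 0.0744 and 0.181. Shifts gained in promoter windows were those of Toll-like receptor genes toward A/J and toward C57BL/6J over BALB/cJ (adjusted p = 0.0202 and 0.0119), of interferon, LXR and MHC class II genes toward C57BL/6J over A/J (adjusted p = 0.0224, 0.0151 and 0.0304), of genes named by the paper toward C57BL/6J over A/J and over BALB/cJ (adjusted p = 0.0315 and 0.00254), of Kupffer cell genes toward C57BL/6J over BALB/cJ (adjusted p = 6.2e-04) and of hepatocyte markers toward BALB/cJ over C57BL/6J (adjusted p = 0.0354).

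Leaving out 1 library at a time gave 1331 to 2265, 2719 to 5020 and 3328 to 5763 windows for the 3 strain pairs, 133 to 410 for the F1, 101 to 261 *cis*, 311 to 553 *trans*, 31 to 148 mixed and 66 to 134 interaction windows, a correlation of 0.615 to 0.666, 43882 to 45168 active loci, 1292 to 2288 strain-specific windows, 219 to 251 named windows and an X chromosome share of 91.3 to 91.7%. The lowest values came without BALB/cJ replicate 3 (1331), without C57BL/6J replicate 3 (2719, 3328 and 1292), without F1 animal 3 (133, 101 and 31) and without BALB/cJ replicate 3 (66).

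Of the added alternatives, only replicates 1 and 3 gave 2593, 5978 and 6918 windows for the strain pairs, and without input differences 2045, 3652 and 4318 remained. In the F1, where alleles are resolved by reads that span a variant, 22684 windows had any allelic count and 5234 reached the filter, against 60387 between strains.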

Differences from the paper's values

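The paper gives 936 *cis* windows and 1493 *trans* windows, against 242 and 406 here. For mixed windows the paper's value is about 530 and for windows similar in both about 28000, in Fig. 5a, read by eye, against 133 and 4451. The thresholds are those the paper states. None of the 20 alternatives set before the data were examined brought any of these 4 values within 1.5 times of the paper's, and without a filter the *trans* windows numbered 2756, above the paper's count. The set classed here held 5232 windows, fewer than the paper's similar class alone. Of the F1 regions, 49.3% lay in a window and could be used. *Trans* windows outnumbered *cis* windows both in the paper and in the classes here, but not under the interaction rule (39 *trans* and 228 *cis*).

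For the lowest number of differential regions between 2 strains the paper gives 5000, against 2192 here, and none of 8 alternatives came within 1.5 times. By direction, the paper's numbers are about 2200 regions higher in A/J and about 3400 higher in BALB/cJ in Fig. 2b, read by eye, against 844 and 1348. Regions higher in A/J than in C57BL/6J are about 4500 in Fig. 2b, read by eye, against 1908, and regions higher in BALB/cJ than in C57BL/6J about 5500 in Fig. 2b, read by eye, against 2693. For each of these directions 0 of 14 alternatives came within 1.5 times of the paper's value. Regions higher in C57BL/6J lay within 1.5 times of it, about 3000 over A/J and about 2800 over BALB/cJ in Fig. 2b, read by eye, against 2374 and 2478, as did the highest number between 2 strains, 7000 against 5171. Between A/J and C57BL/6J the balance is thus turned, with more regions higher in A/J in the paper and more higher in C57BL/6J here.

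The paper names PU.1 as the motif with the strongest enrichment in strain-specific regions, whereas here exact matches to its consensus, a different measure from the motif enrichment of the paper, were seen in 1.03% of BALB/cJ-specific windows against 1.93% of matched windows (5 windows, adjusted p = 0.615), 0.382% against 2.06% for A/J (1 window, adjusted p = 0.390) and 1.56% against 1.62% for C57BL/6J (adjusted p = 1), with no set past 0.05. It also lists NFIL3 and ETS motifs as enriched in enhancers with a strain preference. Here the ETS consensus was less frequent in BALB/cJ-specific windows (0.206% against 2.10%, adjusted p = 0.0219). NFIL3 passed in none of the strain-specific sets (1.64% against 1.26% in C57BL/6J). Exact matches were counted in mm10, the C57BL/6J sequence, so sites present only in BALB/cJ were missed. The background was matched on GC content and not on promoter status. These shares therefore cannot decide against the enrichment in the paper. The AP-1 consensus, which the paper lists with NFIL3 and ETS, was enriched in BALB/cJ-specific windows (14.6% against 8.56%). For *trans* windows the paper reports enriched factor motifs for each strain, and none of the 14 consensus sequences passed here, although AP-1 did in the windows higher in C57BL/6J without GC matching (adjusted p = 0.0247). At *Trem2*, which the paper shows as a strain difference, BALB/cJ and C57BL/6J differed by 0.35 (adjusted p = 0.513) and A/J and BALB/cJ by -1.01 (adjusted p = 0.0438), while *Cd300e* was higher in A/J and an intron of *Irak3* lower in BALB/cJ than in C57BL/6J (-2.70, adjusted p = 3.3e-04), as in the paper. For *Lepr* the paper gives the highest RNA level to BALB/cJ, whereas its H3K27ac was higher in C57BL/6J than in BALB/cJ in 2 of 9 windows and lower in 0, and it was higher in BALB/cJ than in A/J in 4 of 9, in the order the paper gives for these strains.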

Other observations

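Genes that the paper discusses by their RNA also differed in H3K27ac. *Plac8*, a gene of myeloid cells, had 136 ± 21.6 in C57BL/6J in a window at 100556741 of chromosome 5, against 13.7 in A/J and 7.91 in BALB/cJ (log2 fold changes -3.43 and -4.13, adjusted p = 2.7e-08 and 3.7e-09 from edgeR; SD, n = 3). *Lepr*, which encodes the leptin receptor, had 423 ± 144 in C57BL/6J in intron 4 of 18, against 127 ± 30.2 and 142 ± 21.3 (-1.71 and -1.57, adjusted p = 3.0e-05 and 8.4e-05). Of 9 tested *Lepr* windows, 4 were lower in A/J than in BALB/cJ, 4 in A/J than in C57BL/6J and 2 in BALB/cJ than in C57BL/6J, and the call in its 5′ UTR between A/J and BALB/cJ (-2.39, adjusted p = 0.0053) was lost without A/J replicate 1 or BALB/cJ replicate 3 (adjusted p = 0.0551 and 0.0762). *Adam17*, a sheddase gene, had 380 ± 91.8 in C57BL/6J against 76.0 and 81.5. *Mefv*, which encodes pyrin, was lowest in A/J at its promoter (6.05 ± 7.66, against 45.3 ± 15.0 and 134 ± 13.2; -5.29 for A/J over C57BL/6J, adjusted p = 2.7e-08), and the call between BALB/cJ and C57BL/6J (-1.61, adjusted p = 0.0019) was lost with DESeq2 at an adjusted p of 0.139. *Marco*, a scavenger receptor gene, was lower in BALB/cJ than in C57BL/6J in 7 of 11 windows, and *Cd40* in 5 of 7. *Tnf*, *Med21*, *Ccl5*, *Atf5*, *Ch25h*, *Spic*, *Mitf*, *Rel* and *Rela* had 81 tested windows and 0 calls by edgeR or DESeq2, with 19 at an unadjusted p under 0.05 over the 3 comparisons, and *Atf5* passed between A/J and C57BL/6J with the replicate number as a block (1.08, adjusted p = 0.0382). Of 361 windows of the genes named by the paper, 17 were higher in A/J and 23 in BALB/cJ, 17 in A/J and 26 in C57BL/6J, and 32 in BALB/cJ and 43 in C57BL/6J (22 and 25, 19 and 32, and 33 and 44 when adjusted over the list alone).

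Several lists had calls in both directions. Toll-like receptor and NF-κB genes had 4 and 3 of 309 windows higher in A/J and BALB/cJ, 5 and 5 in A/J and C57BL/6J, and 8 and 10 in BALB/cJ and C57BL/6J (4 and 2, 4 and 4, and 8 and 10 over the list alone). In promoter windows alone this list was shifted toward A/J over BALB/cJ and toward C57BL/6J over BALB/cJ (set test, adjusted p = 0.0202 and 0.0119), which it was not over all windows (adjusted p = 0.577 and 0.745, and adjusted p = 0.995 with an estimated correlation for both). Among them *Tlr4*, the LPS receptor gene, was higher in A/J than in C57BL/6J, by 1.78 (adjusted p = 9.9e-04). MAF, MITF/TFE and lysosome genes had 3 and 2, 3 and 2, and 8 and 3 of 256 (4 and 2, 1 and 0, and 4 and 3 over the list alone), *Maf* at 2.50 for BALB/cJ over C57BL/6J (adjusted p = 3.3e-04). Leptin and STAT3 genes had 0 and 6, 1 and 6, and 9 and 5 of 98 (0 and 8, 2 and 6, and 10 and 5 over the list alone). Between A/J and BALB/cJ their median was 0.02 while the mean, -0.12, and the set test (adjusted p = 0.501) pointed down, and between A/J and C57BL/6J the median, 0.03, and the set test (adjusted p = 0.985) pointed up with a mean of -0.06. *Cish*, a feedback inhibitor of STAT5, was lower in A/J and BALB/cJ than in C57BL/6J (-2.95 and -2.30). Interferon genes had 9 windows higher in A/J and 12 in C57BL/6J (9 and 12 over the list alone, adjusted p = 0.428). MHC class II genes had 5 and 3 (5 and 3 over the list alone, adjusted p = 0.985) and MHC class I genes 0 and 1, at *B2m* (1 over the list alone, adjusted p = 0.623). That call ended without A/J replicate 1, 2 or 3 (adjusted p = 0.0829, 0.0546 and 0.0655), without C57BL/6J replicate 1 (adjusted p = 0.157) and, at a log2 fold change under 1, without C57BL/6J replicate 2 and with the replicate number as a block (-0.99). Lipid handling genes had 0 and 3 of 138, at *Cd63* and *Trem2*, for A/J and BALB/cJ (0 and 2 over the list alone) and 5 and 9 for BALB/cJ and C57BL/6J (5 and 9). LXR targets had 7 and 1 of 186 for BALB/cJ and C57BL/6J, also over the list alone. AP-1 and ATF genes had 1 and 1 of 194 for A/J and BALB/cJ (0 and 0), and Kupffer cell genes 4 and 3 of 391 (4 and 3), with a median of -0.01 and a mean of 0.01.

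Between the alleles of the F1, only 5 windows at 2 of the 12 leptin and STAT3 genes could be tested. Of these, 2 windows, both at *Cish*, were lower on the BALB/cJ allele, also over the list alone. The median of the 5 windows was -0.97 (set test, adjusted p = 0.0077, and adjusted p = 0.516 with an estimated correlation). The *Cish* call was lost without F1 animal 1, 2 or 3 (adjusted p = 0.0844, 0.319 and 0.203) and with animal as a block (adjusted p = 0.0513). *Rsad2* was higher on the BALB/cJ allele (31.7 ± 9.27 against 2.54 ± 2.20, 3.44, adjusted p = 0.0019, 0.0578 with animal as a block), 1 of 18 interferon windows (3 over the list alone). *Cd5l* had 1 window higher and 1 lower among 52 of Kupffer cell genes (2 and 2 over the list alone), the lower one lost with animal as a block (adjusted p = 0.0639), and *Ctsl*, a cathepsin gene, was lower by -1.33 (adjusted p = 0.0021, and 0.139 without F1 animal 3), 1 of 15 (1 over the list alone). *H2-K1* was the call among 11 MHC class I windows (1 over the list alone), whose median was 0.07 and whose mean was -0.64 (set test down, adjusted p = 0.366). *Adam17* was the call among 65 windows of genes named by the paper (2 higher and 5 lower both over the list alone and by DESeq2), and *Batf3* among 34 of AP-1 and ATF genes. By edgeR, 0 of 27 Toll-like receptor, 0 of 23 LXR, 0 of 20 chemotaxis, 0 of 25 lipid and 0 of 10 housekeeping windows were called, with 3, 2, 2, 4 and 1 at an unadjusted p under 0.05 and 2, 0, 2, 0 and 0 called by DESeq2, and 2 chemotaxis windows, lower on the BALB/cJ allele, passed over the list alone.

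Markers of other liver cells also had calls, given in the order A/J and BALB/cJ, A/J and C57BL/6J, BALB/cJ and C57BL/6J, beside 3.63%, 7.09% and 8.56% of all tested windows. The share was above that of all windows in the endothelial, hepatocyte, stellate, B cell and dendritic lists between A/J and BALB/cJ, in the endothelial, hepatocyte, B cell and T and NK cell lists between A/J and C57BL/6J, and in the endothelial and monocyte lists between BALB/cJ and C57BL/6J, and these shares were not tested. The calls were 0 and 3, 2 and 2, and 1 and 2 of 32 sinusoidal endothelial windows, 1 and 2, 0 and 2, and 1 and 0 of 21 hepatocyte windows, 0 and 1 in each comparison of 18 stellate cell windows, 0 and 2, 0 and 2, and 0 and 1 of 18 B cell windows, 0 and 0, 1 and 0, and 1 and 0 of 12 T and NK cell windows, and 0 and 2, 0 and 2, and 0 and 0 of 29 dendritic cell windows. Monocyte and neutrophil windows had 0 and 0 between A/J and BALB/cJ and 1 and 2 between BALB/cJ and C57BL/6J. Adjusted over the list alone, the counts were 3 and 2 for endothelial cells between A/J and C57BL/6J, 1 and 3 for hepatocytes between A/J and BALB/cJ, 2 and 2 for monocytes between BALB/cJ and C57BL/6J, and otherwise as given. For the 3 lists with 0 called by edgeR, namely T and NK cells and monocytes between A/J and BALB/cJ and dendritic cells between BALB/cJ and C57BL/6J, 1, 2 and 5 windows had an unadjusted p under 0.05 and DESeq2 called 0. *Cps1*, a urea cycle gene of hepatocytes, was lower in A/J than in BALB/cJ by -2.47 (adjusted p = 4.6e-05), *Ecm1* of stellate cells by -1.39 (adjusted p = 0.0023), and *Zbtb46*, a dendritic cell factor, was lower in A/J than in C57BL/6J by -2.32 (adjusted p = 1.0e-04).

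Imprinted genes active from the paternal allele had 0, 0 and 2 calls of 32 windows by edgeR, with 2 and 7 at an unadjusted p under 0.05 where there were 0 (DESeq2 0 and 0). The 2 lay at *Peg13* (-1.06, adjusted p = 0.0045; 1 and 2 over the list alone), and the one named has a log2 fold change under 1 without BALB/cJ replicate 1 (-0.97) or C57BL/6J replicate 3 (-0.96). Those active from the maternal allele had 1 and 0 (*Cd81*), 2 and 2 (*Ppp1r9a* and *Trappc9*, and *Igf2r*) and 1 and 0 (*Ppp1r9a*) of 41 windows, or 1 and 0, 2 and 3, and 1 and 0 over the list alone. *Cd81* lost its call without A/J replicate 1 or BALB/cJ replicate 3 (adjusted p = 0.0643 and 0.152), and *Igf2r* without A/J replicate 3 or C57BL/6J replicate 1 or 3 (adjusted p = 0.166, 0.165 and 0.0905). *Trappc9* lost its own without A/J replicate 3 or C57BL/6J replicate 1 (adjusted p = 0.0655 and 0.0518), and *Ppp1r9a* between A/J and C57BL/6J without A/J replicate 1 or 3 or C57BL/6J replicate 1 or 3 (adjusted p = 0.0511, 0.153, 0.062 and 0.145). Housekeeping genes had 0 of 93 calls by edgeR or DESeq2 between A/J and C57BL/6J, with 8 at an unadjusted p under 0.05, and 0 and 3 between BALB/cJ and C57BL/6J, *Actb* among them (-1.49, adjusted p = 8.7e-05; 2 over the list alone).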
